# Comparative analysis of gene expression identifies distinct molecular signatures of bone marrow- and periosteal-skeletal stem/progenitor cells

**DOI:** 10.1371/journal.pone.0190909

**Published:** 2018-01-17

**Authors:** Lorenzo Deveza, Laura Ortinau, Kevin Lei, Dongsu Park

## Abstract

Periosteum and bone marrow (BM) both contain skeletal stem/progenitor cells (SSCs) that participate in fracture repair. However, the functional difference and selective regulatory mechanisms of SSCs in different locations are unknown due to the lack of specific markers. Here, we report a comprehensive gene expression analysis of bone marrow SSCs (BM-SSCs), periosteal SSCs (P-SSCs), and more differentiated osteoprogenitors by using reporter mice expressing Interferon-inducible *Mx1* and *Nestin*^GFP^, previously known SSC markers. We first defined that the BM-SSCs can be enriched by the combination of *Mx1* and *Nestin*^GFP^ expression, while endogenous P-SSCs can be isolated by positive selection of *Mx1*, CD105 and CD140a (known SSC markers) combined with the negative selection of CD45, CD31, and *osteocalcin*^GFP^ (a mature osteoblast marker). Comparative gene expression analysis with FACS-sorted BM-SSCs, P-SSCs, *Osterix*^+^ preosteoblasts, CD51^+^ stroma cells and CD45^+^ hematopoietic cells as controls revealed that BM-SSCs and P-SSCs have high similarity with few potential differences without statistical significance. We also found that CD51^+^ cells are highly heterogeneous and have little overlap with SSCs. This was further supported by the microarray cluster analysis, where the two SSC populations clustered together but are separate from the CD51^+^ cells. However, when comparing SSC population to controls, we found several genes that are uniquely upregulated in endogenous SSCs. Amongst these genes, we found KDR (aka Flk1 or VEGFR2) to be most interesting and discovered that it is highly and selectively expressed in P-SSCs. This finding suggests that endogenous P-SSCs are functionally very similar to BM-SSCs with undetectable significant differences in gene expression but there are distinct molecular signatures in P-SSCs, which can be useful to specify P-SSC subset *in vivo*.

## Introduction

Bone fractures constitute a significant burden to the healthcare system with about 16 million fractures per year in the United States. Majority of fractures heal with adequate treatment, but about 5–10% go on to non-union [1]. Treatment methods include bone grafting, delivery of growth factors, and cell-based therapies. Fundamentally, these attempts to augment the healing process are attempts to stimulate the cells that drive fracture repair [2,3]. Studies on such therapeutic attempts are based on using or stimulating bone marrow skeletal stem cells (BM-SSCs), also known as bone marrow mesenchymal stem cells (BMSCs) [4]. However, endogenous SSCs are a heterogeneous population and are present in multiple tissue locations including periosteum [5]. It is known that SSCs are necessary for fracture repair, yet whether SSCs in different locations have the same functional properties or if they have distinct functions and regulation necessary for the repair process remain unknown.

At its core, bone fracture healing is a complex process that involves the interplay of multiple cell types derived from different tissue sources. Bone marrow (BM) and periosteum are two of the surrounding tissues intimately involved in fracture repair [6]. However, BM is not necessary for healing to proceed, while removal of periosteal tissues can cause non-union [7]. Indeed, this is a fundamental principle in clinical fracture management. This is further exemplified by cell-labeling studies demonstrating that the major cellular contributors to the fracture callus are periosteal cells [8,9]. More importantly, it has been reported that P-SSCs may have differing functions than BM-SSCs, whereby P-SSCs display endochondral ossification and intramembranous bone formation, while BM-SSCs only participate in the latter process [10,11]. These differences suggest that P-SSCs may have different inherent properties compared to BM-SSCs.

Although there is much progress in defining unique gene expression patterns in postnatal skeletal stem cells [12], to date, little is known about the potential differences between P-SSCs and BM-SSCs. This is partly because no reliable markers exist to isolate each of these cell populations to enable such study. Studies on mouse BM-SSCs have identified multiple markers that isolate a potentially more highly purified population of these cells, including *Nestin*^GFP^ [13], *LepR*^Cre^ (Leptin Receptor) [14], and *Grem1*^Cre-ERT^ (Gremlin 1) [15]. Previously, *Myxovirus resistance 1* (*Mx1*) was also shown to identify long-term resident skeletal stem/progenitor cells in mice via *in vivo* imaging experiments consistent with their role as BM-SSCs [16]. While fewer markers exist for P-SSCs, *Mx1*^+^ cells are also known to reside within the periosteal compartment [16], and these cells provide downstream osteolineage cells enabling their potential use for studying P-SSCs endogenously.

In this study, we isolated BM-SSCs and P-SSCs from transgenic mice based on expression of *Mx1* promoter. BM-SSCs were isolated from BM tissues in transgenic mice expressing *Mx1*^Cre^ and *Nestin*^GFP^ (*Mx1*^+^*Nes*^GFP+^ cells), known SSC markers. P-SSCs were isolated from periosteal tissues in *Mx1*^Cre^; *ROSA*^Tomato^; *Osteocalcin*^GFP^ reporter mice, whereby P-SSCs were negatively selected against *Osteocalcin*^GFP+^ osteoblasts (*Mx1*^*+*^*Ocn*^*−*^ cells). Microarray was run on each of these cell populations, using CD45^+^ cells and *Osterix*^+^ (*Osx*^+^) osteolineage cells as controls. We further compared CD140a^+^CD51^+^ cells as an additional BMSC population reported in literature [17]. Lastly, we identify a potentially novel marker for mouse P-SSCs.

## Materials and methods

### Mice

Four to six-week old C57BL/6, *Mx1*^Cre^ [18], *Rosa26-loxP-stop-loxP-tdTomato* (Rosa-Tom) [19] mice were purchased from The Jackson laboratory. *Osteocalcin*^GFP^ [20,21] and *Nestin*^GFP^ [22] (C57/BL6 background) mice were kindly provided by Dr. Henry Kronenberg. Genotyping of all Cre-transgenic mice and the Rosa locus was performed by PCR (GenDEPOT) according to The Jackson laboratory’s protocols. At 4-week age, all *Mx1* mice (*Mx1*^Cre^; *Rosa*^Tomato^*; Osteocalcin*^GFP^ *or Mx1*^Cre^; *Rosa*^Tomato^*; Nestin*^GFP^*)* were lethally irradiated with 9.5 Gy and transplanted with 10^6^ whole bone marrow cells from wild-type C57BL/6 mice (WT-BMT). At six to eight weeks later (when host hematopoietic cells are less than 1%), *Mx1*^Cre^ activity was induced by intraperitoneal injection of 25 mg/kg of polyinosinic:polycytidylic acid **(**pIpC, Sigma) every other day for 10 days as described previously [13]. At the indicated time after pIpC induction, mice were subjected to *in vivo* imaging experiments. All mice were maintained in pathogen-free conditions, and all procedures were approved by Baylor College of Medicine’s Institutional Animal Care and Use Committee (IACUC).

### Intravital imaging

For *in vivo* imaging of fluorescent cells in living animals, mice were anesthetized with Combo-III and prepared for a customized two-photon and confocal hybrid microscope (Leica TCS SP8MP with DM6000CFS) specifically designed for live animal imaging, as described in our previous report [16,21]. Briefly, a small incision was introduced on the scalp of Mx1/Tomato/Ocn-GFP or Mx1/Tomato/Nestin-GFP mice and the surface of calvaria near the intersection of sagittal and coronal suture was exposed. The mice were then mounted on a 3-D axis motorized stage (Anaheim Automation Anaheim, CA), and the calvarial surface was scanned for second harmonic generation (SHG by femto-second titanium:sapphire laser pulses: 880 nm) from bones to identify the injury sites and the intersection of sagittal and coronal sutures. GFP-expressing cells (488 nm excitation, 505–550 nm detection) and Tomato-expressing cells (561 nm excitation, 590–620 nm detection) were simultaneously imaged by confocal spectral fluorescence detection. All images were recorded with their distances to the intersection of the sagittal and coronal sutures to define their precise location. After *in vivo* imaging, the scalp was closed using a VICRYL plus suture (Ethicon) as previously described [16]. 3-D Images were reconstructed using the Leica Application Suite software, and osteoblasts were counted.

### Post-operative care and Euthanasia

Post-operative care was provided as previously described [16]. Mice were anesthetized with Rodent III (BCM CCM combination with anesthetic DEA-III). Each ml of Rodent III contains ketamine 37.5 mg, xylazine 1.9 mg and acepromazine 0.37 mg (5 ml with 2.45 ml sterile water) and was given at 0.75–1.5 ml/kg by intraperitoneal injection (~ 0.05 ml/30 g mouse). Mice were kept warm and monitored for recovery from anesthesia via toe pinch responses. For post manipulation, mice were monitored for any signs of infection or discomfort by following BCM-IACUC approved protocols. Animals were sacrificed by isoflurane anesthesia and by CO_2_ at the termination of experiments or when discomfort was apparent. This method is consistent with the recommendations of the Panel of Euthanasia of the American Veterinary Medical Association and in BCM-IACUC approved protocols.

### Isolation and flow cytometry analysis of mouse SSCs

To isolate periosteal cells, dissected femurs, tibias, pelvis and calvaria from mice were placed in PBS, and the overlying fascia, muscle, and tendon were carefully removed. The bones with periosteum were incubated in ice-cold PBS with 1% FBS for 30 min, and the loosely associated periosteum was peeled off using forceps, scalpel, and dissecting scissors. The soft floating periosteal tissues collected with a 40-μm strainer were then incubated with 5–10 ml of 0.1% collagenase and 10% FBS in PBS at 37°C for 1 hour, and dissociated periosteal cells were washed with PBS, filtered with a 40-μm strainer and resuspended at ~1 x 10^7^ cells/ml. To isolate cells from bones and bone marrow, dissected femurs, tibias and pelvis bones after periosteum removal were cracked with a pestle and rinsed 3 times to remove and collect bone marrow cells. The remaining bones were minced with a scalpel and/or a dissecting scissor and then incubated with 10 ml of 0.1% collagenase and 10% FBS in PBS at 37°C for 1 hour with strong vortexing every 10 minute. Dissociated cells were washed with PBS, filtered with a 40-μm strainer and resuspended at ~1 x 10^7^ cells/ml. To analyze or isolate SSCs and osteogenic cells, cells were stained with CD105-PE-Cy7 (clone: MJ7/18), CD140a-APC (clone: APA5), CD45-pacific blue (clone: 30-F11), Ter119-APC-Cy7 (clone: TER-119), and CD31-eFlour 450 (clone: 390) in combination with KDR-PE-Cy7 (clone: J073E5). Antibodies were purchased from eBioscience unless otherwise stated. Propidium iodide or DAPI was used for viable cell gating. Flow cytometric experiments and sorting were performed using the LSRII and FACS Aria cytometer (BD Biosciences, San Jose, CA). Data were analyzed with the FlowJo software (TreeStar, Ashland, OR) and represented as histograms, contour, or dot plots of fluorescence intensity.

### Microarray analysis

Sorted cells from two or three male and female mice were used to isolate RNA using the RNeasy Micro kit (Qiagen), according to the manufacturer’s instructions. Purified RNA was reverse-transcribed, amplified, and labeled with the Affymetrix Gene Chip whole transcript sense target labeling kit. Labeled cDNA (2 biological repeats) from indicated cells was analyzed using Affymetrix mouse A430 microarrays, according to the manufacturer’s instructions, performed at the Dana-Farber Cancer Institute Microarray Core. CEL files (containing raw expression measurements) were imported to Partek GS, and data were preprocessed and normalized using the RMA (Robust Multichip Average) algorithm. The NIH GEO accession number for the microarray analysis data included in this paper is GSE107798.

### Microarray data analysis and statistics

Microarray data was pre-processed for normalization and statistical differences using R statistical package. Normalization was done using a robust multichip average (RMA) technique. Statistical differences were calculated with the limma package in R. Post-processing cluster analysis was done using Cluster 3.0 software and were plotted using Java TreeView software. Scatter plots were generated using Orange biolab software. We assessed pairwise comparisons between each of the following groups: 1) *Mx1*^*+*^*Ocn*^*−*^ P-SSCs; 2) *Mx1*^+^*Nes*^+^ BM-SSCs; 3) CD45^*+*^ hematopoietic lineage cells; 4) *Osterix*^GFP+^ osteoprogenitor cells [23]; and, 5) CD51^+^ BMSCs [24]. We evaluated the number of statistically different genes by changing the p-value statistical criteria for acceptance. We found that acceptance criteria of *p* < 0.05 provided at least 50 statistically different genes between controls and *Mx1*^+^ SSCs.

## Results

### In vivo identification of BM-SSCs and P-SSCs

BM-SSCs and P-SSCs were derived from transgenic mice based on expression of interferon-induced GTP-Binding Protein *Mx1* promoter, which has been previously shown to represent long-term resident osteoprogenitor cells [16]. Here, *Mx1*^Cre^*; Rosa*^Tomato^; *Osteocalcin*^GFP^ mice were used as previously described [21]. Using this model, we confirmed through pulse-chase labeling studies in native bone marrow tissue (i.e. no injury) that pulse-labeled *Mx1*^*+*^ cells at day 5 are mainly *Osteocalcin*^GFP^ negative (*Ocn*^*−*^) and these *Mx1*^*+*^ cells contribute to the majority of new *Ocn*^*+*^ osteoblasts at day 60 (yellow), demonstrating that *Mx1*^*+*^ cells include skeletal stem/progenitor cells (SSCs), albeit far upstream of mature osteoblasts (Fig 1A). Considering that *Ocn*^*+*^ cells represent mature osteolineage cells, we found that *Mx1*^*+*^*Ocn*^−^ upstream progenitors are present throughout bone marrow, as well as calvarial suture and periosteum (Fig 1B). We thus isolated P-SSCs from periosteal tissue by focusing on *Mx1*^*+*^*Ocn*^−^ cells within this tissue compartment. Specifically, we isolated P-SSCs by isolating cells from periosteum, negatively selecting for hematopoietic lineage cells (CD45^−^), endothelial lineage cells (CD31^−^), erythroid lineage (Ter119^−^), and mature osteolineage cells (*Ocn*^−^), and positively selecting for SSC markers including *Mx1*^*+*^, CD105^+^ and CD140a^+^ (PDGFRa). We refer to these cells as *Mx1*^*+*^*Ocn*^−^ P-SSCs (Fig 1C).

**Fig 1:**
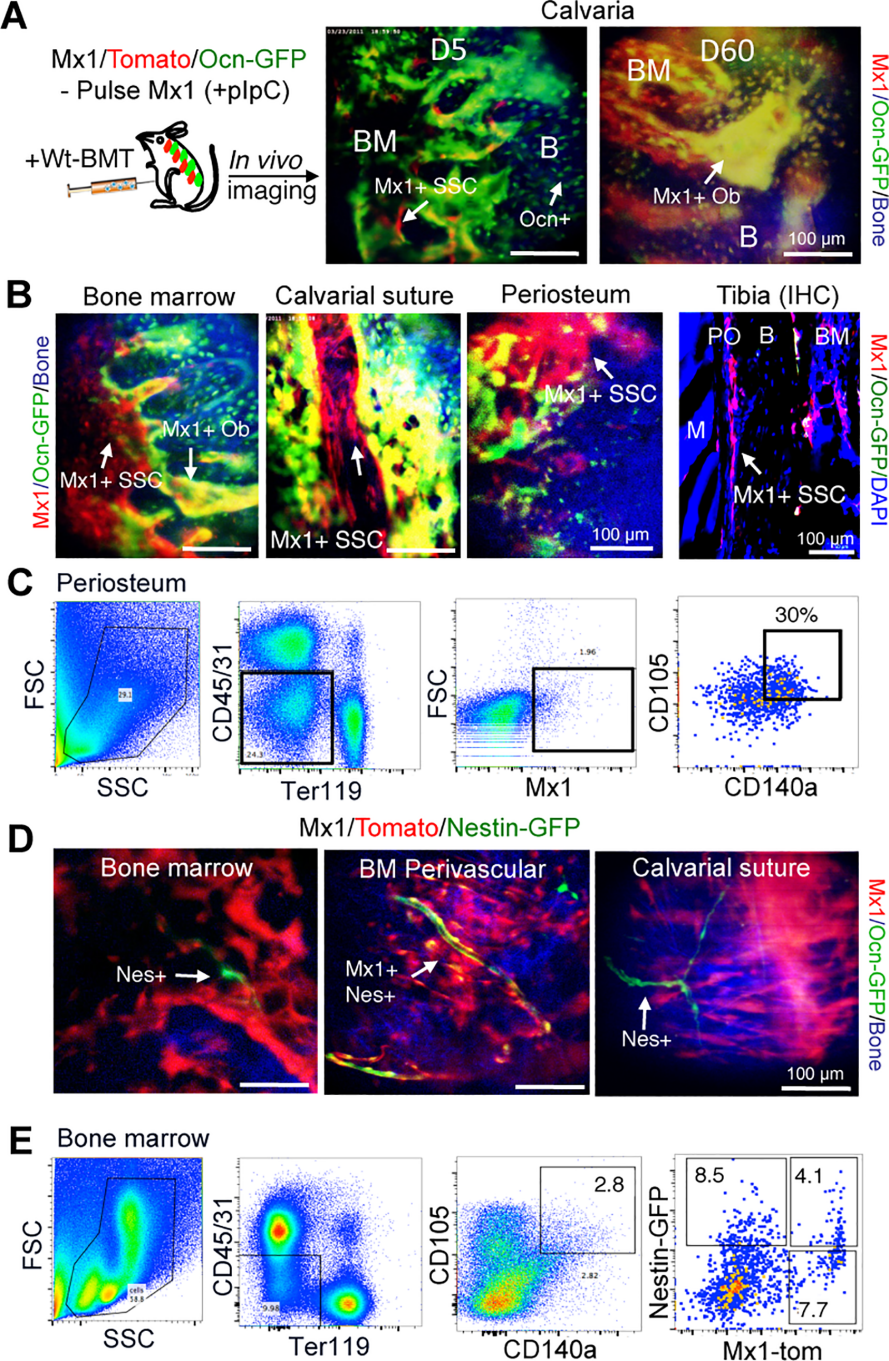
Functional identification of P-SSCs and BM-SSCs. **(A)** Interferon inducible *Mx1*^*+*^ SSCs (red) are shown to contribute to majority osteoblasts (green, overlap yellow) *in vivo*. **(B)** *Mx1*^*+*^ SSCs represent long-term osteolineage progenitor cells in BM and periosteal tissues. *In vivo* imaging shows that *Mx1*^*+*^ SSCs reside in bone marrow, suture, and periosteum of calvarial bones. Immunofluorescent staining of tibial metaphysis of Mx1/Tomato/Ocn-GFP mice shows that *Mx1*^+^ SSCs (red, arrows) are abundant in periosteum (PO) (Tibia IHC). **(C)** P-SSCs from periosteal tissues are FACS-sorted by CD45^−^CD31^−^Ter119^−^CD105^+^CD140a^+^ and *Mx1*^*+*^*Ocn*^−^, which are referred to as *Mx1*^*+*^*Ocn*^−^ P-SSCs. **(D)** *Mx1*^*+*^*Nestin*^*+*^ BM-SSCs are perivascular cells in BM but are undetectable in periosteum and calvarial suture. **(E)** *Mx1*^+^*Nes*^+^ cells within CD45^−^CD31^−^Ter119^−^CD105^+^ CD140a^+^ SSC fraction in bone marrow are isolated by FACS-sorting and are referred to as *Mx1*^+^*Nes*^+^ BM-SSCs. Notably, CD105^+^CD140a^+^ progenitors are heterogeneous *Mx1*^+^ and *Nestin*^+^ cells.

BM-SSCs were isolated from *Mx1*^Cre^; *Rosa26*^Tomato^; *Nestin*^GFP^ transgenic mice. *Nestin*^GFP^ (*Nes*^*+*^) is a well-studied marker for BM-SSCs [25]. By pulse-chase labeling studies, we found that *Mx1*^*+*^*Nes*^*+*^ cells are native perivascular cells that are present throughout BM and calvarial suture (Fig 1D), which is consistent with prior studies as BM-SSCs are generally known to be perivascular cells [13,26]. For our experiments, we isolated BM-SSCs using this model from the BM tissue compartment, which were sorted by negative selection of CD45, CD31, Ter119, as well as positive selection of CD105 and CD140a; finally, *Mx1*^*+*^*Nes*^*+*^ cells were selected from the remaining cells (Fig 1E). We referred to this subpopulation as *Mx1*^*+*^*Nes*^*+*^ BM-SSCs. Interestingly, we noted that the selection of BM-SSCs based on CD45^−^CD31^−^Ter119^−^CD105^+^ CD140a^+^ cells yields a heterogeneous mixture of *Mx1*^*+*^ and *Nestin*^*+*^ cells (Fig 1E).

### Common selection criteria for BM-SSCs yields a heterogeneous mixture

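RNA of 6 sorted mouse cell populations was measured on 11 Affymetrix mouse 430 arrays. There were 2 arrays each for the Mx1+Ocn- P-SSCs, the Mx1+Nes+ BM-SSCs, CD51+ BMSCs (marrow stromal cells sorted on the integrin alpha V chain, Itgav), CD45+ hematopoietic cells and Osx+ osteoprogenitors (GFP driven by Osterix, the osteoblast transcription factor Sp7), and 1 array for Nes+ BMSCs, marrow cells sorted on Nestin-GFP with or without Mx1. The mice behind the P-SSCs and BM-SSCs had been irradiated with 9.5 Gy, transplanted with wild-type marrow and given pIpC at 25 mg/kg to switch on Mx1-Cre. The source field of the Osx+ and Nes+ arrays names periosteal tissue; the title of the Nes+ array and the paper place these cells in marrow, which was used here. For the CD51+ arrays the paper adds sorting on CD105 and CD140a, which their labels do not mention. The paper calls the arrays of a population biological repeats, made from cells of several male and female mice; whether the repeats came from different mice is not stated, so p-values measure the spread between these samples, part of which may be technical.
The authors deposited log2 values made from the scanned arrays with RMA, which corrects background, normalizes across arrays and combines the probes of a probe set. From these values 64 control probe sets were left out and 45037 probe sets were tested with limma in one model over all arrays, at a Benjamini-Hochberg adjusted p under 0.05 within each comparison. The number of arrays limits the precision, and all populations share one estimate of the spread per probe set.
Array 2 of the P-SSCs and array 2 of the BM-SSCs stood apart. The mouse beta-actin control probe set at the 3' end read 7.81 on P-SSC array 2 and 12.78 on BM-SSC array 2, against 13.23 to 14.25 on the other 9 arrays, and bioB, a bacterial transcript spiked in before hybridization, read 13.76 and 12.31 against 6.51 to 11.85. Ribosomal protein genes, which every cell transcribes at a high level, had a median of 6.90 on P-SSC array 2 and at least 11.66 on each other array. Across probe sets the correlation between the arrays of a population was 0.456 for P-SSCs and 0.771 for BM-SSCs, and 0.985 to 0.995 for the Osx+, CD51+ and CD45+ pairs (probe sets are not independent replicates). The root mean square SD between arrays was 1.33 log2 units in P-SSCs, 0.998 in BM-SSCs and 0.168 in CD45+ cells. In unchanged groups simulated with these unequal spreads, 66.5 probe sets on average passed between P-SSCs and CD45+ cells, and 0 with equal spreads. Counts are therefore also given without both of these arrays, a setting chosen after seeing the data in which each SSC population is a single array assumed to vary like the others.

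**Figure D1:**
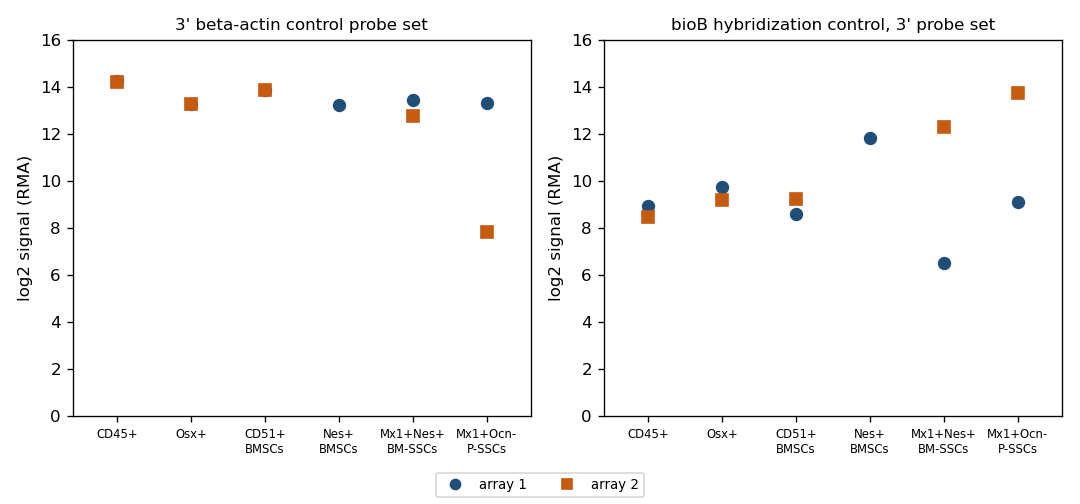
The log2 signal of the 3' beta-actin control probe set (left) and of the bioB hybridization control (right) is plotted on the vertical axes for every array, by population on the horizontal axes, with circles for array 1 and squares for array 2. P-SSC array 2 sits lowest for beta-actin at 7.81 and highest for bioB at 13.76.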

To assess the functional genetic differences of BM-SSCs and P-SSCs, we performed microarray analysis of *Mx1*^*+*^*Ocn*^*−*^ P-SSCs and *Mx1*^*+*^*Nes*^*+*^ BM-SSCs. We added an additional BMSC population that was selected from the BM compartment based on CD45^−^CD31^−^Ter119^−^CD105^+^CD140a^+^ selection, in addition to CD51^+^, which is a commonly used selection criteria for BMSCs [17]. We refer to these cells as CD51^+^ BMSCs. CD45^+^ hematopoietic lineage cells and *Osterix*^GFP*+*^ (*Osx*^*+*^) osteoprogenitor cells were used as control populations [23,27]. 

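Blood cell markers were lower in the SSC populations, and in part in CD51+ BMSCs, than in CD45+ cells, and some genes of skeletal and connective tissue were higher. Ptprc, which encodes CD45, read 5.02 ± 0.588 in P-SSCs and 12.06 ± 0.00381 in CD45+ cells (log2, SD, n = 2 arrays each), a difference of -7.04 (standard error 0.999, adjusted p = 0.00705). Of 24 measured markers of all blood cells, 23 fell in P-SSCs, 22 in BM-SSCs and 11 in CD51+ BMSCs, and none rose (24, 24 and 15 fell when adjusted over the list alone). Among them Cd48, a surface ligand of lymphocyte receptors, differed by -6.59 in P-SSCs (adjusted p = 0.00124), -6.96 in BM-SSCs (adjusted p = 0.00123) and -3.72 in CD51+ BMSCs (adjusted p = 0.0113), and the basophil protease Mcpt8, from outside the list, by -8.09 in P-SSCs (adjusted p = 0.001). As sets, these markers were lower by camera in all 3 comparisons (adjusted p = 6.4e-17, 1.6e-18 and 4.1e-14; adjusted p = 0.089, 0.069 and 0.087 with an estimated correlation). Of 29 cell cycle genes, 19, 19 and 14 fell (26, 24 and 16 when adjusted over the list alone; adjusted p = 0.15, 0.1 and 0.094 with an estimated correlation). In P-SSCs the cell cycle genes had a median difference of -3.29, and the ribosomal protein and housekeeping genes, which are low on P-SSC array 2, had medians of -3.2 and -2.86.
With all arrays in the fit, more bone genes passed in BM-SSCs than in the other populations. Of 23 osteoblast and osteocyte markers, 13 rose in BM-SSCs, 5 in P-SSCs and 3 in CD51+ BMSCs (19, 5 and 12 when adjusted over the list alone; adjusted p = 0.11, 0.35 and 0.12 with an estimated correlation; whether these counts differ between populations was not tested); leaving out array 2 of both SSC populations gave 21, 17 and 19. The matrix phosphoprotein Dmp1, made by osteocytes, was higher in BM-SSCs by 9.70 (standard error 1.23, adjusted p = 0.00459), bone sialoprotein Ibsp by 9.16 (adjusted p = 0.0451) and the collagenase Mmp13 by 10.83 (adjusted p = 0.0226). In P-SSCs, alkaline phosphatase Alpl, an early osteoblast enzyme, was higher by 4.15 (standard error 0.461, adjusted p = 0.00283) and the elastic fiber protein Fbln5 by 5.21 (adjusted p = 0.0189). In CD51+ BMSCs, 14 of 33 fibroblast and periosteum genes rose (29 when adjusted over the list alone; adjusted p = 0.15 with an estimated correlation), among them decorin, Dcn, by 10.16 (adjusted p = 0.0186) and dermatopontin, Dpt, by 9.48 (adjusted p = 0.0262). There 14 of 24 skeletal muscle genes also rose (17 when adjusted over the list alone; adjusted p = 0.094 with an estimated correlation), with the fast myosin heavy chain Myh1 higher by 6.20 (adjusted p = 0.00281). The lists that were higher by camera in CD51+ BMSCs also with an estimated correlation were those of chondrocytes (12 of 22 genes rose, 20 when adjusted over the list alone; adjusted p = 0.022 with an estimated correlation), of pericytes and smooth muscle (5 of 20, 11 when adjusted over the list alone; adjusted p = 0.022 with an estimated correlation) and of the Wnt pathway (10 of 30, 21 when adjusted over the list alone; adjusted p = 0.036 with an estimated correlation).
In all, 4400 probe sets passed for P-SSCs (1119 higher, 25.4%), 3801 for BM-SSCs (980 higher, 25.8%) and 2634 for CD51+ BMSCs (1328 higher, 50.4%); with each array centred on its median 768 of 5163, 641 of 4272 and 1022 of 2656 calls were higher. When array 2 of both SSC populations was left out, 21910, 16832 and 16376 passed, and when CD45+ array 2 was left out 440, 464 and 61. With only the groups compared in the fit, 0, 786 and 18689 passed, and quantile normalization ended the calls of Ibsp (adjusted p = 0.0865) and Mmp13 (adjusted p = 0.0501), that of Ibsp also ending with median centring (adjusted p = 0.0629).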

From scatter plot analysis of all microarrayed genes, we found that each SSC population is a distinct population as compared to CD45^*+*^ cells (Fig 2A–2C). 

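Cartilage genes were lower in all 3 populations than in the Osx+ cells. Of 22 measured chondrocyte markers, 12 fell in P-SSCs, 11 in BM-SSCs and 11 in CD51+ BMSCs, and none rose (19, 17 and 17 fell when adjusted over the list alone), with median log2 differences of -6.87, -5.48 and -3.72. Chondromodulin, Cnmd, a cartilage glycoprotein that restrains vessel growth, read 13.64 ± 0.0113 in Osx+ cells (SD, n = 2) and was lower in P-SSCs by -8.88 (standard error 0.531, adjusted p = 0.00124) and in BM-SSCs by -8.52 (adjusted p = 0.00136). The cartilage collagen genes Col2a1 (-8.76, adjusted p = 0.00465) and Col9a1 (-8.79, adjusted p = 0.00209) were lower in P-SSCs, and matrilin Matn1 was lower in BM-SSCs (-8.29, adjusted p = 0.00122) and in CD51+ BMSCs (-8.00, adjusted p = 0.00189). The list was lower by camera in each comparison also with an estimated correlation (adjusted p = 0.02, 0.011 and 0.014). In P-SSCs 4 of 23 osteoblast and osteocyte markers fell as well (9 when adjusted over the list alone; adjusted p = 0.32 with an estimated correlation), with a median of -2.8, beside a median of -2.76 for ribosomal protein genes.
With all arrays, few genes were higher in the SSCs than in Osx+ cells. In P-SSCs these included the flavin monooxygenase Fmo2 (4.04, standard error 0.458, adjusted p = 0.0112) and Sox18, a transcription factor of vessel development (1.92, adjusted p = 0.038). In BM-SSCs they included the neutrophil collagenase Mmp8 (3.15, adjusted p = 0.0282) and the cytokine Il1b (2.64, adjusted p = 0.0228).
In CD51+ BMSCs the higher genes included many markers of blood cells. Of the 24 blood cell markers 17 rose there (22 when adjusted over the list alone, adjusted p = 0.02 with an estimated correlation). None passed in P-SSCs or BM-SSCs with all arrays (0 and 10 when adjusted over the list alone). Their median differences from Osx+ cells were 3.61 in CD51+ BMSCs, 1.15 in P-SSCs and 1.38 in BM-SSCs. In each SSC population 23 of the 24 had means above Osx+ cells, so higher means were not limited to CD51+ BMSCs. Leaving out array 2 of both SSC populations gave medians of 0.934 in P-SSCs and 1.37 in BM-SSCs. Of 20 granulocyte markers 1 rose in each SSC population with all arrays. When adjusted over the list alone, 5 rose in P-SSCs and 11 in BM-SSCs. Their medians were 1.49 and 1.87 (adjusted p = 0.32 and 0.14 by camera with an estimated correlation). Ptprc was higher in CD51+ BMSCs by 6.46 (10.20 ± 0.0472 against 3.74 ± 1.88, SD, n = 2 each; standard error 0.999, adjusted p = 0.0185) and Tyrobp, a signaling adaptor of myeloid cells, by 7.13 (adjusted p = 0.00339). Of 20 granulocyte markers 12 rose (17 when adjusted over the list alone; adjusted p = 0.02 with an estimated correlation), with the neutrophil granule protein Lcn2 at 8.31 (adjusted p = 0.0444), and 15 of 23 monocyte and macrophage markers (20 when adjusted over the list alone; adjusted p = 0.014 with an estimated correlation), with Cd14 at 5.77 (adjusted p = 0.0025). Myh1 was higher by 5.97 (adjusted p = 0.00318) among 7 of 24 skeletal muscle genes (17 when adjusted over the list alone; adjusted p = 0.13 with an estimated correlation), and Pi16, found in fibroblasts around vessels, by 7.18 (adjusted p = 0.0123). Of 25 interferon response genes 3 rose, among them Rsad2 by 3.84 (adjusted p = 0.0132) and Usp18 by 3.66 (adjusted p = 0.01) (11 when adjusted over the list alone; adjusted p = 0.02 with an estimated correlation).
In all, 364 probe sets passed for P-SSCs (21 higher), 277 for BM-SSCs (14 higher) and 1002 for CD51+ BMSCs (682 higher). In unchanged groups simulated with the unequal spreads of the arrays, 69.4 passed on average between P-SSCs and Osx+ cells, in either direction, beside the 364 observed. That average exceeds the 21 higher calls, and the false calls were not split by direction. The higher calls in P-SSCs, Fmo2 and Sox18 among them, may therefore be false. Without array 2 of both SSC populations 11744, 6579 and 11108 passed (5422, 3221 and 5990 higher), and with only the groups compared in the fit 0, 0 and 8483. Quantile normalization ended the calls of Sox18, Il1b, Mmp8, Ptprc, Lcn2 and Usp18 (adjusted p = 0.0519, 0.0884, 0.162, 0.0666, 0.13 and 0.0561), median centring those of Sox18 and Lcn2 (adjusted p = 0.0627 and 0.0701), a trend in the variance those of Il1b and Mmp8 (adjusted p = 0.146 and 0.0853), and leaving out CD51+ array 2 left 0 probe sets for CD51+ BMSCs.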

We further defined that each SSC population are more closely related to *Osx*^*+*^ osteolineage cells, but with multiple differentially expressed genes (Fig 2D–2F). Taken together, these scatter plots illustrated that each SSC population is similarly distinct from CD45^+^ and *Osx*^*+*^ cells.

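Across the 45037 probe sets, the population means correlated with those of CD45+ cells at 0.726 for P-SSCs, 0.785 for BM-SSCs and 0.862 for CD51+ BMSCs, and with those of Osx+ cells at 0.832, 0.908 and 0.927 (Pearson; probe sets are not independent replicates). Array 1 alone gave 0.801, 0.817 and 0.868 against CD45+ cells and 0.927, 0.944 and 0.914 against Osx+ cells. Ptprc reads the same order on the blood cell side, with means of 5.02 in P-SSCs, 6.16 in BM-SSCs and 10.20 in CD51+ BMSCs.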

**Fig 2:**
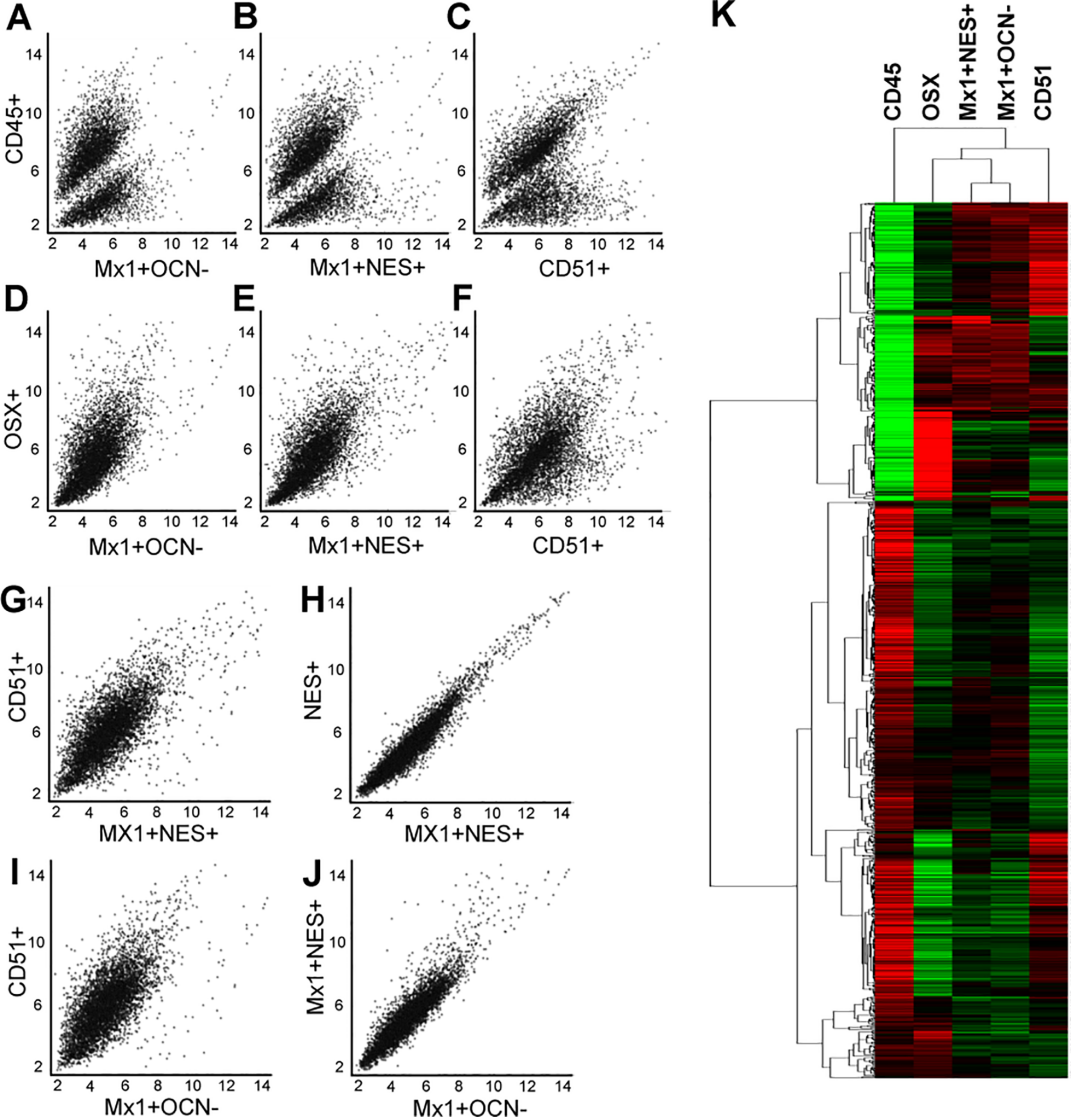
Commonly used markers for BM-SSCs yield a heterogeneous mixture, but are similar to P-SSCs. **(A-C)** Scatter plot comparison between *Mx1*^*+*^*Ocn*^−^ P-SSCs (A), *Mx1*^*+*^*Nes*^*+*^ BM-SSCs (B), and CD51^*+*^ BMSCs (C) with CD45^*+*^ cells, demonstrates that these populations are likewise different from CD45^*+*^ hematopoietic cells from the BM compartment. **(D-F)** Scatter plot comparison between *Mx1*^*+*^*Ocn*^−^ P-SSCs (D), *Mx1*^*+*^*Nes*^*+*^ BM-SSCs (E), and CD51^*+*^ BMSCs (F) with *Osx*^*+*^ osteoprogenitor cells shows that each of these populations are more functionally similar to the osteolineage cells. **(G)** Direct comparison between CD51^*+*^ BMSCs and *Mx1*^*+*^*Nes*^*+*^ BM-SSCs demonstrates that these two commonly used selection markers for BM-SSCs yield a heterogeneous mixture of cells. **(H)** *Mx1*^*+*^*Nes*^*+*^ BM-SSCs and *Nes*^*+*^ cells are essentially the same population of cells. **(I & J)** Comparing *Mx1*^*+*^*Ocn*^−^ P-SSCs with CD51^*+*^ BMSCs (I) shows that these are functionally different cell-populations, but comparison with *Mx1*^*+*^*Nes*^*+*^ BM-SSCs (J) shows few differences. **(K)** Cluster analysis of these cell populations confirms scatter plot analysis and shows that *Mx1*^*+*^*Ocn*^−^ P-SSCs and *Mx1*^*+*^*Nes*^*+*^ BM-SSCs cluster together, but each of these populations are distinct from CD51^*+*^ BMSCs (*p* < 0.05).

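Against CD51+ BMSCs, some muscle, cartilage and blood cell genes were lower in the BM-SSCs. Of 24 skeletal muscle genes 7 fell in BM-SSCs (16 when adjusted over the list alone; adjusted p = 0.46 with an estimated correlation), with Myh1 at -5.42 (standard error 0.558, adjusted p = 0.0137). Of 22 chondrocyte markers 5 fell (9 when adjusted over the list alone, adjusted p = 0.21 with an estimated correlation). Among them Cnmd was at -5.38 (standard error 0.531, adjusted p = 0.0116). The median difference of the 22 was -1.72, and -0.69 without array 2 of both SSC populations. Of 24 blood cell markers 4 fell (18 when adjusted over the list alone; adjusted p = 0.22 with an estimated correlation), among them the leukocyte integrin Itgal at -3.71 (adjusted p = 0.0147), while Ptprc differed by -4.04 without passing (adjusted p = 0.184). Of 20 granulocyte markers 4 fell (9 when adjusted over the list alone; adjusted p = 0.24 with an estimated correlation), and of 23 monocyte and macrophage markers 3 fell (17 when adjusted over the list alone; adjusted p = 0.21 with an estimated correlation), with the lipopolysaccharide receptor Cd14 at -4.91 (adjusted p = 0.0116).
Higher in BM-SSCs were Fabp7, a fatty acid binding protein of glia and neural progenitors, by 5.77 (standard error 0.684, adjusted p = 0.0203) and the vessel ligand Angpt4 by 2.17 (adjusted p = 0.0475). None of 23 osteoblast and osteocyte markers passed limma's test, with a median difference of 1.04 (2 higher when adjusted over the list alone; adjusted p = 0.57 with an estimated correlation), and Dmp1 differed by 3.77 (adjusted p = 0.327); without array 2 of both SSC populations 18 of them were higher. Quantile normalization ended the calls of Fabp7 (adjusted p = 0.111) and Angpt4 (adjusted p = 0.0738), and that of Angpt4 also ended with median centring (adjusted p = 0.0907) and with a trend in the variance (adjusted p = 0.0605). With only these groups in the fit every call named here ended (adjusted p of 0.286 for Myh1 to 0.371 for Angpt4).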

Interestingly, we found that commonly used selection criteria for BMSCs may yield a heterogeneous mixture of cells, which is demonstrated by direct comparison between *Mx1*^*+*^*Nes*^*+*^ BM-SSCs and CD51^*+*^ BMSCs (Fig 2G). 

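Between the Mx1+Nes+ BM-SSCs and the CD51+ BMSCs, 278 probe sets of 221 genes passed limma's test at an adjusted p under 0.05, 12 of them higher in BM-SSCs and 266 lower, the lower ones including Myh1, Cnmd and Cd14. At an adjusted p under 0.01, 26 passed, all lower in BM-SSCs. Without array 2 of both SSC populations 6402 (2527 higher, 3875 lower) and 2587 passed, while leaving out either CD51+ array gave 0 at both thresholds, as did a fit of only these groups. At unadjusted p-values under the same thresholds 5166 and 1647 passed.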

Between these two cell populations there are 97 differentially expressed genes at *p* < 0.01 and 430 differentially expressed genes at *p* < 0.05. When comparing *Mx1*^*+*^*Nes*^*+*^ BM-SSCs with *Nes*^*+*^ BMSCs (i.e. *Mx1*^*+/-*^) there are no differentially expressed genes (Fig 2H). These findings suggest that considering both *Nes*^*+*^ and CD140a^+^CD51^+^ have both been shown to represent BMSCs, that previously studied BMSCs are a heterogeneous mixture of cells.

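The Nes+ BMSCs were measured on 1 array, so this comparison borrowed its spread from the other populations. No probe set passed limma's test (376 at an unadjusted p under 0.05). The largest differences among genes whose arrays did not overlap, none of which passed, were the neuropeptide gene Cartpt at 3.22 and the neuronal tubulin gene Tubb3 at 2.73, with higher means in BM-SSCs, and Xist, the RNA that silences one X chromosome in female cells, at -4.24 and the enamel protein gene Ambn at -3.53 (adjusted p = 1 for each). They depended on the BM-SSC array: without array 1 and without array 2 of the BM-SSCs, Cartpt was at 0.72 and 5.73, Tubb3 at 0.47 and 4.98, Xist at -2.06 and -6.43 and Ambn at -2.78 and -4.28. No gene of any list passed; the 24 blood cell markers had a median difference of 0.725 (0 when adjusted over the list alone), higher by camera (adjusted p = 8e-09; adjusted p = 0.64 with an estimated correlation). The group means correlated at 0.97, and those of P-SSCs and Nes+ BMSCs at 0.916. By single arrays, the Nes+ array correlated at 0.956 with P-SSC array 1 and 0.943 with BM-SSC array 1. With array 2 it correlated at 0.524 for P-SSCs and 0.875 for BM-SSCs. These values do not settle which tissue the Nes+ array came from. Without array 2 of both SSC populations, which sets 1 BM-SSC array against 1 Nes+ array, 12585 probe sets passed.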

### P-SSCs and BM-SSCs are a similar population of cells

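The genes of the stromal sorting markers read alike on the first arrays of P-SSCs and BM-SSCs: Pdgfra, which encodes CD140a, at 11.28 and 10.95, Itgav, which encodes CD51, at 10.31 and 10.50, and Eng, which encodes CD105, at 8.32 and 7.63. On P-SSC array 2 these genes read 4.41, 4.23 and 7.59. Over 45037 probe sets the mean profiles of P-SSCs and BM-SSCs correlated at 0.933, compared with 0.906 for BM-SSCs and 0.831 for P-SSCs against CD51+ BMSCs (probe sets are not independent replicates). The first of these exceeded the nearer of the others by 0.0277. Single array pairs of P-SSCs and BM-SSCs ranged from 0.404 to 0.971, and the margin was -0.345 without P-SSC array 1, -0.0804 without BM-SSC array 2 and 0.0183 without array 2 of both. With probe sets centred on their means the margin was 1.05.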

When directly comparing BM-SSCs with P-SSCs, we revealed that these cell populations are a similar population of cells. 

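Part of the blood, muscle and cartilage genes were lower in P-SSCs than in CD51+ BMSCs. Ribosomal protein genes, which are low on P-SSC array 2, had medians of 9.13 in P-SSCs and 12.6 in CD51+ BMSCs. Housekeeping genes had medians of 7.54 and 10.3. Of 24 blood cell markers 7 fell in P-SSCs (20 when adjusted over the list alone; adjusted p = 0.24 with an estimated correlation), and of 23 monocyte and macrophage markers 6 fell (16 when adjusted over the list alone; adjusted p = 0.21 with an estimated correlation), with Cd14 at -4.91 (standard error 0.478, adjusted p = 0.0119). Of 20 granulocyte markers 4 fell (14 when adjusted over the list alone; adjusted p = 0.24 with an estimated correlation); the neutrophil surface protein Cd177 differed by -6.30 (adjusted p = 0.0253) and Olfm4, a protein of neutrophil granules, by -6.27 (adjusted p = 0.00263). Of 24 skeletal muscle genes 6 fell (14 when adjusted over the list alone; adjusted p = 0.71 with an estimated correlation), with Myh1 at -5.36 (adjusted p = 0.013), and of 22 chondrocyte markers 5 fell (10 when adjusted over the list alone; adjusted p = 0.21 with an estimated correlation), with Col2a1 at -5.98 (adjusted p = 0.0276) and Cnmd at -5.75 (adjusted p = 0.0115). Plppr4, a membrane protein known from synapses, was higher in P-SSCs by 2.12 (adjusted p = 0.0338). It was among only 2 higher calls, fewer than the 58.3 false calls simulated on average in either direction, so it may be false. In total 268 probe sets passed, 2 higher and 266 lower in P-SSCs; 13315 passed without array 2 of both SSC populations (6174 higher, 7141 lower), 0 without either CD51+ array and 0 with only these groups in the fit, and 58.3 passed on average in unchanged groups simulated with the unequal spreads. Quantile normalization ended the calls of Cd177 (adjusted p = 0.0865), Cd14 (adjusted p = 0.0588) and Plppr4 (adjusted p = 0.0562), and a trend in the variance that of Col2a1 (adjusted p = 0.061).
Between P-SSCs and BM-SSCs no probe set passed limma's test (931 at an unadjusted p under 0.05). This fit does not pair arrays by number, although deviations from the group mean correlated at 0.784 between these populations. Among the largest differences without overlap between arrays were bone matrix genes with lower means in P-SSCs, none of them passing: Dmp1 at -7.22 (4.93 ± 3.07 against 12.15 ± 1.23, SD, n = 2 each; standard error 1.23, adjusted p = 0.98), Mmp13 at -5.36 and Ibsp at -5.01 (adjusted p = 0.98 for both). The P-SSC sort left out Ocn-GFP+ mature osteoblasts and the BM-SSC sort did not. The gate as well as the tissue may therefore lower these bone genes, which was not tested. Mid1, a ubiquitin ligase on microtubules, was the largest in the other direction at 2.13 (adjusted p = 0.98). None of 23 osteoblast and osteocyte markers passed (2 lower when adjusted over the list alone); their median difference was -1.51, lower by camera (adjusted p = 7.5e-14; adjusted p = 0.7 with an estimated correlation). Ribosomal protein genes, whose level is low on P-SSC array 2, also had a median difference of -2.2, which was -0.126 without array 2 of both populations.
Without these arrays 930 probe sets passed, 209 higher and 721 lower in P-SSCs, with Dmp1 at -5.92 (adjusted p = 0.000196), Mmp13 at -1.76 (adjusted p = 0.0306), Ibsp at -1.25 (adjusted p = 0.024), Mid1 at 2.76 (adjusted p = 0.0135) and 12 of the 23 bone markers lower. Leaving out P-SSC array 1 gave 7080 and leaving out BM-SSC array 2 gave 5. In simulated data with equal spread on all arrays, the test recovered 0% of probe sets changed by 2-fold or 4-fold and 0.303% of those changed by 8-fold between these populations. With the unequal spreads it recovered 16.6%, 51.8% and 71.7%, beside 2040 false calls on average, in draws that let the arrays vary independently.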

In our analysis, we found that CD51^*+*^ BMSCs have several differentially expressed genes compared to *Mx1*^*+*^*Ocn*^*−*^ P-SSCs (Fig 2I), but there are few differences when comparing *Mx1*^*+*^*Nes*^*+*^ BM-SSCs with *Mx1*^*+*^*Ocn*^*−*^ P-SSCs and none is significant at the *p* < 0.05 acceptance criteria (Fig 2J). This is further summarized in the cluster plot, which demonstrated that *Mx1*^*+*^*Nes*^*+*^ BM-SSCs and *Mx1*^*+*^*Ocn*^*−*^ P-SSCs cluster together and are separate from CD51^*+*^ BMSCs (*p* < 0.05, Fig 2K).

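The mean profiles of 5 populations, without the Nes+ BMSCs, were clustered by average linkage on correlation distance over 3592 probe sets that differed among them by limma's F test. P-SSCs and BM-SSCs joined first at a height of 0.383, Osx+ cells joined them at 0.93, CD51+ BMSCs at 1.16 and CD45+ cells at 1.51. The SSC pair therefore stood 0.779 below the height at which the CD51+ BMSCs joined. It stayed a pair in each setting run, and the gap was smallest at 0.438 without P-SSC array 1 and at 0.453 without BM-SSC array 2. The order of the next joins was less stable. With Euclidean distance CD51+ BMSCs joined at 101 and Osx+ cells at 112. Both joined at the same height with all probe sets (1.47), without P-SSC array 1 (1.37) and without BM-SSC array 1 (1.38). In the other settings Osx+ cells joined before CD51+ BMSCs. The clustering gives no p-value of its own, and its probe sets were selected on these arrays for differing among these populations, so the separation is not independent evidence.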

### Determination of differentially expressed genes between P-SSCs and BM-SSCs with controls

Considering that there were no differentially expressed genes found between *Mx1*^*+*^*Ocn*^*−*^ P-SSCs and *Mx1*^*+*^*Nes*^*+*^ BM-SSCs, we proceeded to identify the genes that were differentially expressed between each of these populations and controls (CD45^+^ and *Osx*^*+*^ cells) separately. Cluster analysis of differentially expressed genes between *Mx1*^*+*^*Ocn*^*−*^ and controls is shown in Fig 3A and between *Mx1*^*+*^*Nes*^*+*^ BM-SSCs and controls is shown in Fig 3B. 

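With all arrays, genes that differed from both controls were more often below both than above both in the SSCs. For P-SSCs, 115 probe sets of 102 genes passed limma's test against both CD45+ and Osx+ cells; 13 were above both controls, 63 below both, and the others lay between them. Fmo2, Kdr (the VEGF receptor VEGFR2) and Sox18 were among those above both. For BM-SSCs there were 83 probe sets of 76 genes, 6 above and 34 below both controls. Both SSC populations shared 46 probe sets of 43 genes, 2 of them above and 22 below the controls. If the lists were independent, 0.212 shared probe sets would be expected (0.00173 above both controls), and SSC populations simulated as unchanged from the Osx+ cells shared 0 in 20 draws. That simulation holds no effects, so it does not measure what the shared controls add where effects are real. Part of the excess may come from the shared controls. Another part may come from the departure that P-SSC and BM-SSC arrays share, as their deviations from the group mean correlated at 0.784. The counts were 9145, 4707 and 3273 without array 2 of both SSC populations, of which 3717, 1884 and 1100 lay above both controls. They were 4, 3 and 2 without Osx+ array 1, and 18264, 378 and 265 without P-SSC array 1.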

There were 101 differentially expressed genes between *Mx1*^*+*^*Ocn*^*−*^ P-SSCs compared to controls and 84 for *Mx1*^*+*^*Nes*^*+*^ BM-SSCs; while there were 55 overlapping differentially expressed genes for both SSC populations compared to controls (Fig 3C). Genes that were overexpressed are shown in S1 Table. 

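The genes listed in Fig 3D were chosen by the study on these arrays, so their direction is not independent evidence. Of 12 genes in its P-SSC column 11 could be measured with a probe set of 1 gene, and all 11 had higher means in P-SSCs than in either control. Of these, 9 passed against CD45+ cells, among them Gpihbp1, which anchors lipoprotein lipase to capillaries (2.98, adjusted p = 0.00988), and the complement factor Cfb (2.71, adjusted p = 0.0171); 3 passed against Osx+ cells and also against both, Fmo2, Kdr and Sox18. In the BM-SSC column 9 genes were measured and all had higher means in BM-SSCs than in either control; 7 passed against CD45+ cells, including the axon guidance ligand Slit2 (5.48, adjusted p = 0.00509), and 0 against Osx+ cells. Of the 6 genes listed for both populations, 4 (Kdr, the semaphorin Sema3g, Pcp4l1 and the adhesion receptor Selp) had means above both controls in both populations. Il1b and the class I histocompatibility gene H2-M3 lay between the controls: Il1b fell against CD45+ cells by 3.18 in P-SSCs (adjusted p = 0.00259) and by 2.32 in BM-SSCs (adjusted p = 0.00842), and H2-M3 by 1.69 in P-SSCs (adjusted p = 0.0164) and by 1.44 in BM-SSCs (adjusted p = 0.0286). With quantile normalization the calls against CD45+ cells ended for Il1b in P-SSCs (adjusted p = 0.0658) and BM-SSCs (adjusted p = 0.24) and for H2-M3 in both (adjusted p = 0.731 and 0.773), and a fit with a trend in the variance also ended those of H2-M3 (adjusted p = 0.091 and 0.161).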

Among the full list of differentially expressed genes, we identified several genes that are highly expressed in both SSC populations (Fig 3D). Interestingly, we found selectively increased expression of the vascular endothelial growth factor receptors (VEGFR), Flt1 (VEGFR1) and KDR (VEGFR2), in the P-SSC population compared to controls. In addition, we found that the level of KDR expression in P-SSCs is much higher than that of BM-SSCs although it is expressed in both SSC populations (Fig 3D), implicating that KDR can be a selective marker for P-SSCs.

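Kdr, the main signaling receptor for VEGF on endothelial cells, read 7.96 ± 0.842 in P-SSCs, 5.84 ± 0.136 in CD45+ cells and 5.38 ± 0.244 in Osx+ cells (log2, SD, n = 2 each). It was higher in P-SSCs than in CD45+ cells by 2.12 (standard error 0.431, adjusted p = 0.025) and than in Osx+ cells by 2.57 (standard error 0.431, adjusted p = 0.0498). The call against Osx+ cells was among 21 higher ones, fewer than the 69.4 false calls simulated on average in either direction. Flt1, which encodes VEGFR1, read 8.50 and 6.62 on the P-SSC arrays; it was higher than in CD45+ cells by 3.10 (standard error 0.648, adjusted p = 0.0272), and its difference from Osx+ cells of 3.34 did not pass (adjusted p = 0.0847). A dimmer probe set of Flt1 passed against both controls (2.38, adjusted p = 0.00616, and 2.42, adjusted p = 0.0238).
Other endothelial genes had higher means along with the receptors. Of 39 measured endothelial markers, none of them in Fig 3D, none passed between P-SSCs and Osx+ cells (10 higher when adjusted over the list alone); their median difference was 1.38, higher by camera (adjusted p = 8.7e-08; adjusted p = 0.32 with an estimated correlation). Between BM-SSCs and Osx+ cells none passed either (0 when adjusted over the list alone), with a median of 1.13 (adjusted p = 1.6e-11; adjusted p = 0.27 with an estimated correlation). Against CD45+ cells 10 rose and 2 fell in P-SSCs (19 and 2 when adjusted over the list alone; adjusted p = 0.43 with an estimated correlation), and 3 rose and 2 fell in BM-SSCs (9 and 2 when adjusted over the list alone; adjusted p = 0.34 with an estimated correlation). Without array 2 of both SSC populations, the median difference of the 39 from Osx+ cells was 1.91 in P-SSCs and 1.1 in BM-SSCs. From CD45+ cells it was 1.72 in P-SSCs and 1.11 in BM-SSCs. Pecam1, which encodes the sorting marker CD31, read 6.34 and 4.80 on the P-SSC arrays and 3.31 ± 0.114 in Osx+ cells.
Among the settings that ended the call of Kdr against the controls were median centring of the arrays (adjusted p = 0.114), a trend in the variance (adjusted p = 0.0748), leaving out the dimmer probe sets (adjusted p = 0.0564), a fit of only the groups compared (adjusted p = 0.166) and leaving out either array of the CD45+, CD51+ or Osx+ cells (adjusted p of 0.16 to 0.477). With median centring the call of Flt1 against CD45+ cells also ended (adjusted p = 0.0558), while Flt1 passed against Osx+ cells with quantile normalization (3.79, adjusted p = 0.0261) and without array 2 of both SSC populations (4.28, adjusted p = 0.000489).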

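In BM-SSCs Kdr read 7.65 ± 0.0967 (SD, n = 2), against 7.96 in P-SSCs, a difference of 0.31 (standard error 0.431, adjusted p = 0.98). The P-SSC arrays read 8.55 and 7.36 and the BM-SSC arrays 7.72 and 7.58, so the populations overlapped. Without P-SSC array 1 the difference was -0.29 (adjusted p = 0.525), and without array 2 of both populations it was 0.83 (adjusted p = 0.119). Flt1 differed between them by 0.92 (adjusted p = 0.98). BM-SSCs had more Kdr than CD45+ cells by 1.81 (adjusted p = 0.0438), a call that ended with median centring (adjusted p = 0.104), with a trend in the variance (adjusted p = 0.064) and with only the groups compared in the fit (adjusted p = 0.0964). Their difference from Osx+ cells of 2.27 did not pass (adjusted p = 0.0915), and passed without array 2 of both populations (2.34, adjusted p = 0.000521). Having found no differentially expressed genes between the SSC populations, the paper compared each with the controls. From the level of KDR in P-SSCs against BM-SSCs it proposes KDR as a selective marker for P-SSCs (Fig 3D). It backs this contrast with RT-PCR and flow cytometry, which were not examined here.

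**Figure D2:**
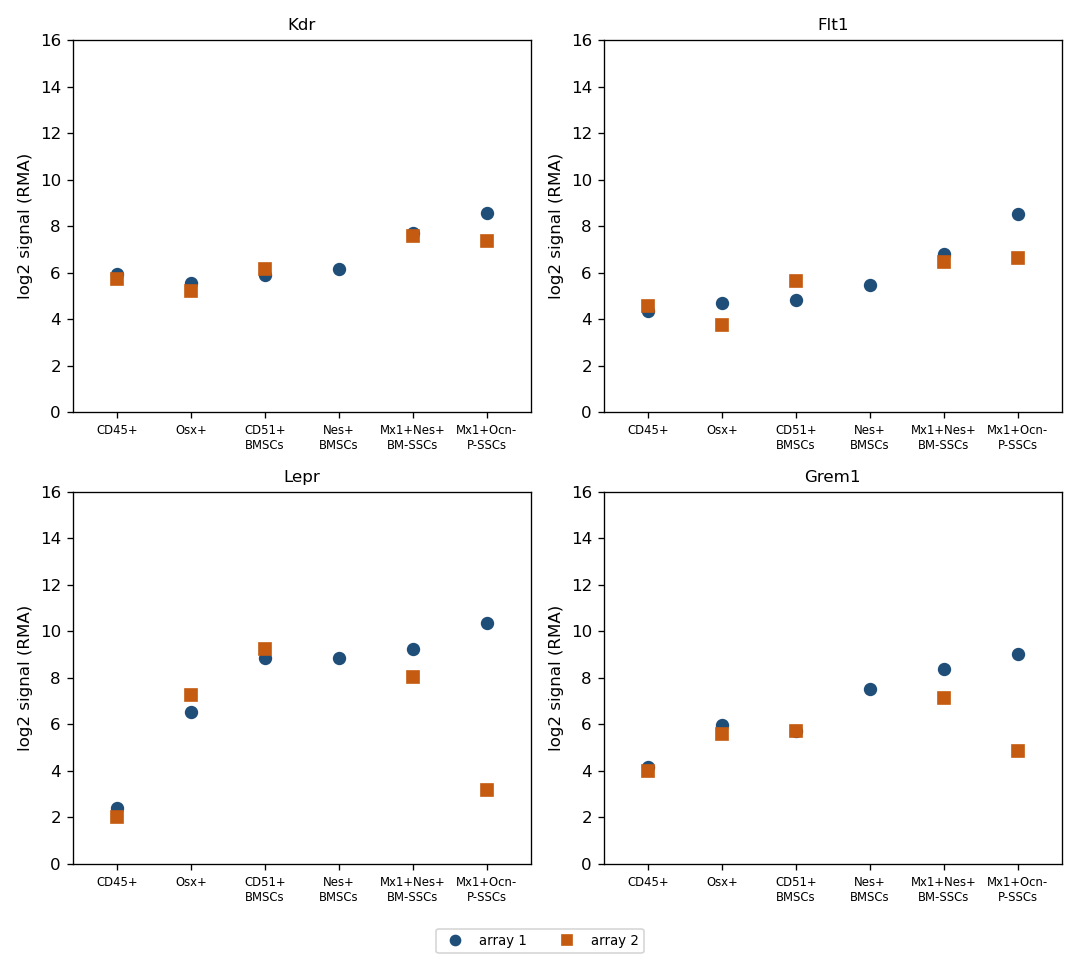
The log2 signal of Kdr, Flt1, Lepr and Grem1 is plotted on the vertical axes for every array, by population on the horizontal axes, with circles for array 1 and squares for array 2. Kdr lies between 7.36 and 8.55 on the P-SSC and BM-SSC arrays and between 5.21 and 6.16 on the others, while Lepr reads 10.34 and 3.18 on the P-SSC arrays.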

**Fig 3:**
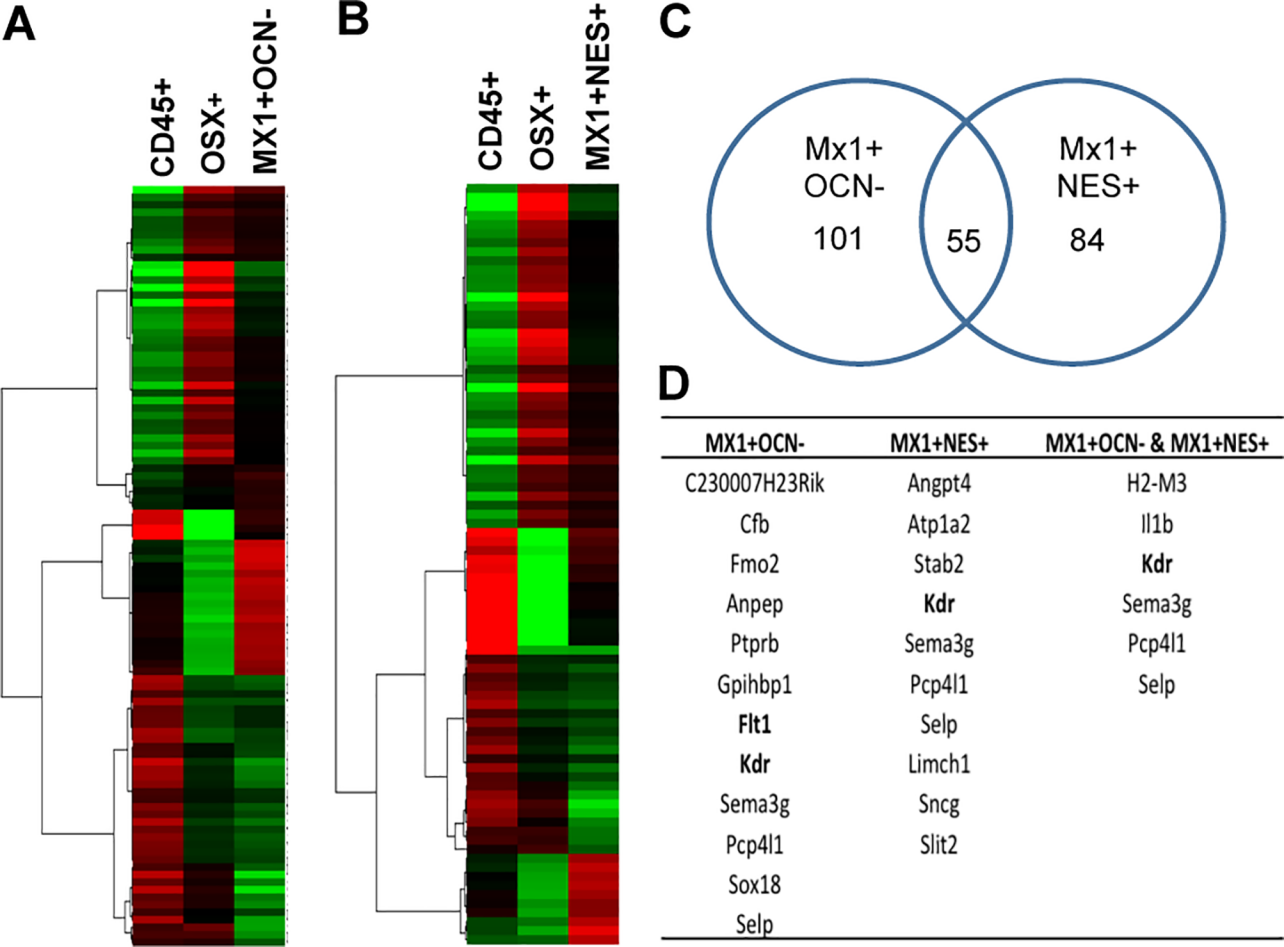
Identification of differentially expressed genes between P-SSCs and BM-SSCs and controls. **(A & B)** Differential gene expression between CD45^*+*^ cells and *Osx*^*+*^ cells with *Mx1*^*+*^*Ocn*^−^ P-SSCs (A) and *Mx1*^*+*^*Nes*^*+*^ BM-SSCs (B). **(C)** Number of differentially expressed genes between SSC populations and controls shows 101 for *Mx1*^*+*^*Ocn*^*−*^ P-SSCs, 84 for *Mx1*^*+*^*Nes*^*+*^ BM-SSCs, and 55 overlapping genes. **(D)** List of genes that were upregulated in SSCs compared to controls includes Flt1 (VEGF receptor 1) and KDR (VEGF receptor 2), despite removal of CD31 endothelial lineage cells from these populations.

### P-SSCs are CD140a^*+*^KDR^*+*^ osteolineage progenitor cells

From our microarray analysis, we sought to further explore KDR expression in *Mx1*^*+*^*Ocn*^*−*^ P-SSCs and *Mx1*^*+*^*Nes*^*+*^ BM-SSCs. Notably, CD140a^+^KDR^+^ cells have been found to represent early mesoderm subpopulations [28]. We first compared our SSC populations to other publically available SSC populations using Gene Expression Commons data (Fig 4A) [29]. 

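The leptin receptor Lepr and the BMP antagonist Grem1, both markers of marrow stromal stem cells, were high on 3 of the 4 SSC arrays. Lepr read 9.24 and 8.03 in BM-SSCs and 10.34 and 3.18 in P-SSCs, against 6.91 ± 0.519 in Osx+ cells and 2.21 ± 0.281 in CD45+ cells (SD, n = 2 each). Grem1 read 8.38 and 7.12 in BM-SSCs, 9.03 and 4.86 in P-SSCs, 5.78 ± 0.28 in Osx+ cells and 4.08 ± 0.133 in CD45+ cells. The differences of Lepr from CD45+ cells did not pass in BM-SSCs (6.43, standard error 1.89, adjusted p = 0.0816) or in P-SSCs (4.55, adjusted p = 0.142), nor did those of Grem1 (3.67, standard error 1.15, adjusted p = 0.0967, and 2.86, adjusted p = 0.135). Against Osx+ cells Lepr differed by 1.73 in BM-SSCs (adjusted p = 0.699) and by -0.15 in P-SSCs (adjusted p = 0.957), and Grem1 by 1.97 (adjusted p = 0.638) and 1.17 (adjusted p = 0.472). Between P-SSCs and BM-SSCs Lepr differed by -1.88 and Grem1 by -0.80 (adjusted p = 0.98 for both). With only the groups compared in the fit, Lepr passed in BM-SSCs against CD45+ cells (6.43, adjusted p = 0.0349).
The means of both genes in P-SSCs rest on arrays that read far apart. When array 2 of both SSC populations was left out, Lepr in P-SSCs differed from CD45+ cells by 8.14 and from Osx+ cells by 3.43. Grem1 in P-SSCs differed by 4.94 and 3.25. In BM-SSCs these differences were 7.03 and 2.33 for Lepr and 4.29 and 2.60 for Grem1. Those between P-SSCs and BM-SSCs turned to 1.10 for Lepr and 0.65 for Grem1. Each SSC population is a single array in that setting. The difference of Lepr between P-SSCs and Osx+ cells also turned, to 0.22, without Osx+ array 2. The other Lepr probe sets had means above the Osx+ cells in P-SSCs, none of them passing, and 2 of these had means above the BM-SSCs.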

We noted that other well-studied BM-SSC markers, Leptin receptor (LepR) and Gremlin 1 (Grem 1) [30], were highly expressed in *Mx1*^*+*^*Ocn*^*−*^ P-SSCs and *Mx1*^*+*^*Nes*^*+*^ BM-SSCs, which demonstrated the consistency of our data with other known SSC populations (Fig 4A). By this same analysis, we found that KDR transcripts appeared to be much higher in *Mx1*^*+*^*Ocn*^*−*^ P-SSCs than *Mx1*^*+*^*Nes*^*+*^ BM-SSCs (Fig 4A). 

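Ranked among all 45037 probe sets of its own array, Kdr lay at the 93.2 and 96.0 percentiles on the P-SSC arrays and at the 86.9 and 94.8 percentiles on the BM-SSC arrays. Flt1 lay at 92.9 and 89.0 in P-SSCs and at 78.8 and 85.4 in BM-SSCs. The public arrays to which the paper compared these populations were not used here. The narrower range of signals on array 2 of both SSC populations (interquartile ranges of 1.81 and 1.98 log2 units, against 2.44 to 3.56 on the others) raises the rank of a given signal there.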

We confirmed these findings by RT-PCR (Fig 4B), which supported our microarray analysis.

**Fig 4:**
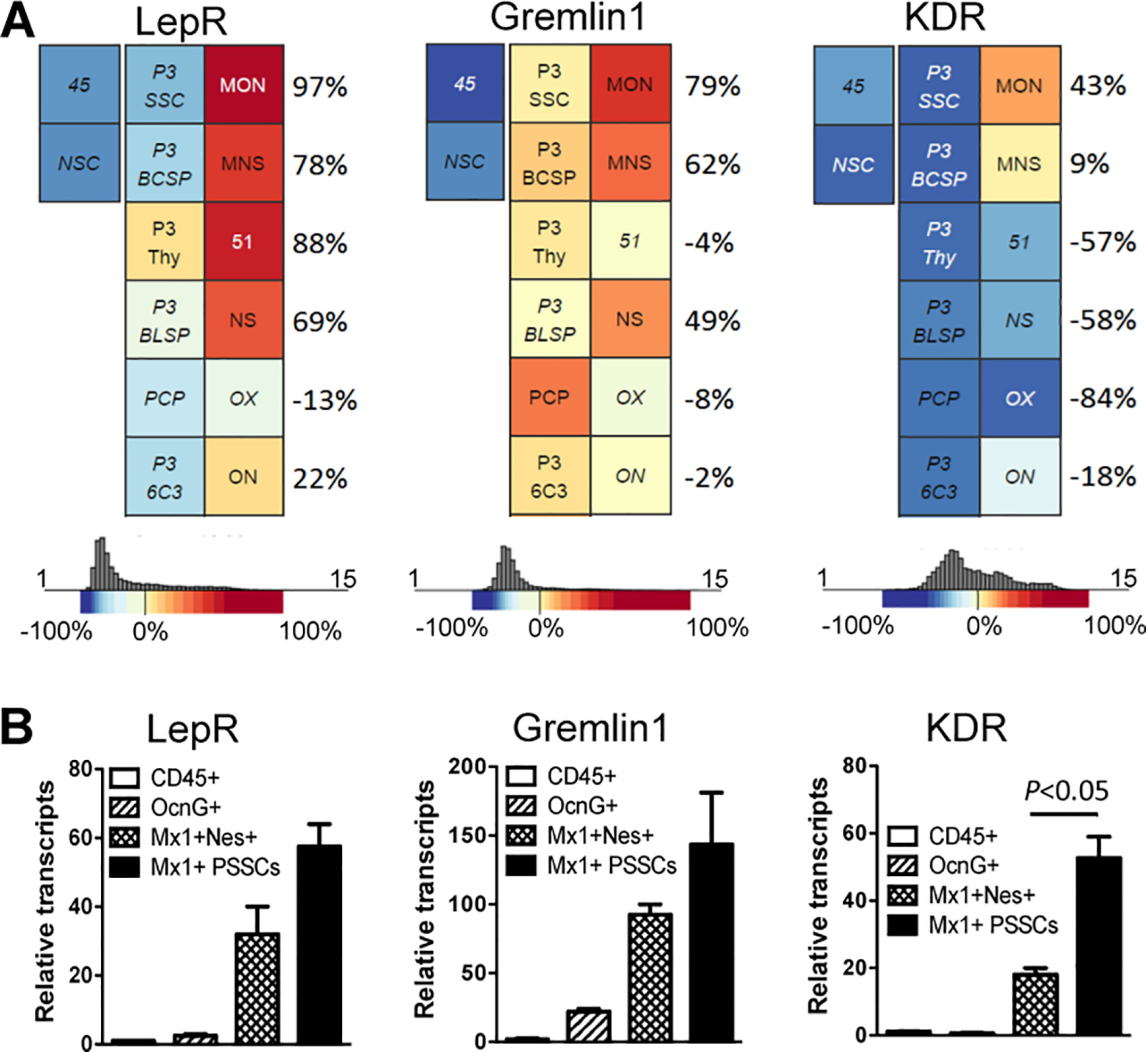
P-SSCs and BM-SSCs express common SSC markers. **(A)** Gene commons analysis shows that *Mx1*^+^*Ocn*^−^ P-SSCs (*MON*) and *Mx1*^*+*^*Nes*^*+*^ BM-SSCs (*MNS*) highly express Leptin receptor (LepR) and Gremlin 1, demonstrating that these SSC populations share characteristics with previously studied early postnatal SSC and progenitor populations [29]. Further, KDR is found to be uniquely expressed in P-SSCs compared to other SSCs. **(B)** Hematopoietic cells (CD45^+^), osteoblasts (OcnG^+^), *Mx1*^*+*^*Nes*^*+*^ BM-SSCs (*MNS*) and *Mx1*^+^ P-SSCs were sorted, and the levels of the indicated genes were quantified by qPCR.

We next assessed if KDR is a prospective surface marker for endogenous P-SSCs. We included P-SSCs (CD45^−^CD31^−^Ter119^−^ CD105^+^CD140a^+^ *Mx1*^+^*Ocn*^−^), periosteal mature osteoblasts (CD45^−^CD31^−^Ter119^−^*Mx1*^*−*^*Ocn*^*+*^), *Nes*^*+*^ BMSCs (CD45^−^CD31^−^Ter119^−^CD140a^*+*^ *Nes*^*+*^), and CD45^*+*^ cells from *Mx1*^Cre^*; Rosa*^Tomato^; *Osteocalcin*^GFP^ and *Mx1*^Cre^*; Rosa*^Tomato^; *Nestin*^GFP^ mice. FACS analysis of these populations revealed that 77% of *Mx1*^+^*Ocn*^−^ P-SSCs express CD140a and KDR, while only ~ 1% *Ocn*^*+*^ mature osteoblasts (Fig 5A, Ocn-GFP^*+*^), ~ 0.5% of *Mx1*^+^ progenitors in the bone marrow (Fig 5B), and ~ 2% of *Nes*^*+*^ BMSCs (Fig 5C) express these markers, implicating that P-SSCs specifically express KDR (n = 3, *p* < 0.0001, Fig 5D). To further confirm the KDR and CD140a expression in P-SSCs and to exclude a possible contamination of *Mx1*^+^KDR^*+*^ hematopoietic cells and endothelial cells, we employed *Prx1*^GFP^ mice, in which GFP expression is restricted in periosteal progenitor cells without detectable expression in hematopoietic and endothelial cells [31,32]. We found that ~ 76% of *Prx1*^*+*^ P-SSCs (CD45^−^CD31^−^Ter119^−^CD140a^*+*^ *Prx1* ^GFP*+*^) express KDR (Fig 5E, Prx1-GFP+), while *Prx1*^−^ cells have undetectable expression of KDR (Fig 5E, Prx1-GFP-). Thus, our microarray analysis reliably demonstrated differential gene expression in both BM-SSCs and P-SSCs and we found that P-SSCs have selectively high expression of KDR *in vivo*.

**Fig 5:**
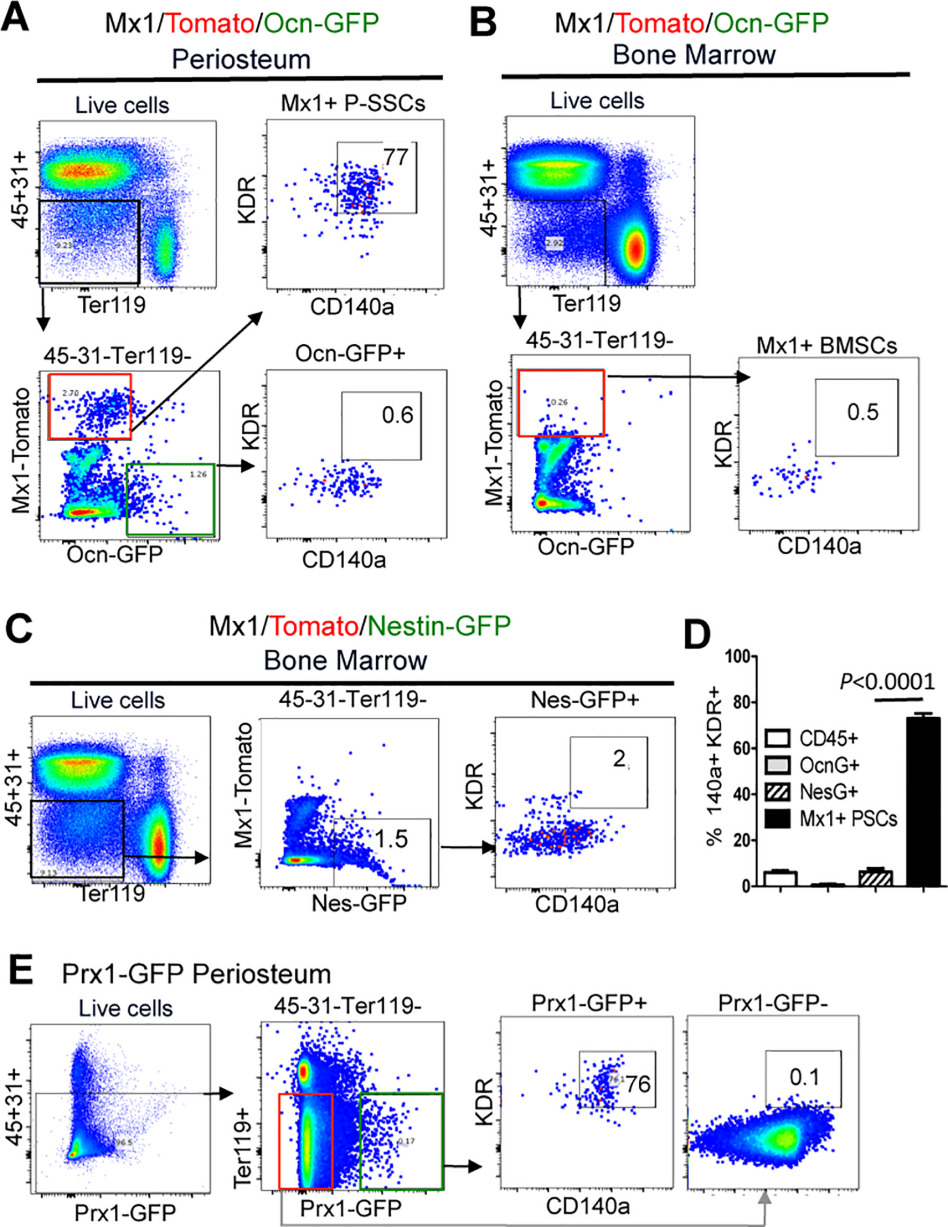
P-SSCs selectively express KDR. **(A)** Higher surface expression of KDR and CD140a in P-SSCs (CD45^−^CD31^−^Ter119^−^*Mx1*^*+*^*Ocn*^*−*^) compared to periosteal osteoblast controls (CD45^−^CD31^−^Ter119^−^*Mx1*^*-*^*Ocn*^*+*^) from *Mx1*^*Cre*^*; Rosa*^*Tomato*^; *Osteocalcin*^*GFP*^ mice. **(B)** Undetectable expression of KDR in *Mx1*^*+*^ BMSCs (CD45^−^CD31^−^Ter119^−^*Mx1*^*+*^*Ocn*^*−*^) in the same mice (*Mx1*^*Cre*^*; Rosa*^*Tomato*^; *Osteocalcin*^*GFP*^). **(C)** KDR^+^CD140a^+^ FACS analysis of BM-SSCs (CD45^−^CD31^−^Ter119^−^*Mx1*^*+*^*Nes*^*+*^) from *Mx1*^*Cre*^; *Rosa26*^*Tomato*^; *Nestin*^*GFP*^ transgenic mice similarly shows decreased expression of KDR in BM-SSCs. **(D)** Summary of FACS analysis demonstrates that *Mx1*^*+*^*Ocn*^*−*^ P-SSCs uniquely express KDR and CD140a (77%) compared to BM-SSCs and control populations (n = 3, p < 0.0001). **(E)** Confirmation of the selective expression of KDR and CD140a in *Prx1* ^GFP*+*^ P-SSCs.

## Discussion

Herein, we sought to assess the functional genetic differences between mouse BM-SSCs and P-SSCs. These cell populations display differing apparent roles in fracture repair, so we hypothesized that their differences would be borne out in genetic expression analyses. We used *Mx1*^+^*Nes*^GFP+^ cells from BM as BM-SSCs and *Mx1*^+^*Ocn*^GFP−^ cells from periosteal tissues as P-SSCs. With these cells, we performed a microarray analysis to compare their functional genetic differences. However, we were unable to find statistically significant difference in gene expression of these two populations. This is not unexpected considering that these both represent skeletal stem/progenitor cell populations, albeit from differing sources. On further analysis, we did find a novel marker for P-SSCs in comparison to BM-SSCs, which was KDR (aka VEGFR2, Fig 5D & 5E). Additionally, there were other potential candidate genes upregulated in each SSC population in comparison to controls but their functional significance was unclear. Thus, while we did not find differential gene expression by clustered microarray analysis, we were able to find few unique genetic differences suggesting that these two cell populations may have subtle but critical functional differences.

Among the several markers previously demonstrated for SSCs, including Gremlin 1[30], Leptin Receptor and Nestin [25], we chose to isolate SSCs based on expression of *Mx1*. Unlike other markers, *Mx1*^+^ cells were shown to contribute to adult osteolineage cells by live *in vivo* imaging. This was further demonstrated here, which confirms their identity as osteolineage cells (Fig 1A). Given *Mx1* marker has been known to label upstream hematopoietic lineage cells, we carefully isolated *Mx1*^+^ SSC populations by using SSC surface markers (CD105 and CD140a) and by negatively selecting against CD45^+^ hematopoietic lineage cells and CD31^+^ endothelial lineage cells as previously described. In addition we found *Mx1*^+^ cells are present in both the BM and periosteal tissue compartments, so we transiently label *Mx1*^+^ cells to isolate BM-SSCs and P-SSCs from each compartment, respectively. For BM-SSCs, *Mx1*^+^ cells were further purified by co-expression with *Nestin*^GFP^. By comparison, the P-SSC population was further purified by removing *Ocn*^GFP+^ adult osteolineage cells from the population. Inherently, our BM-SSC population was a more highly purified population than the P-SSC population used in this study, which is important to recognize for data interpretation. Still, both of these populations were found to express *Leptin Receptor* and *Gremlin 1*, showing that these populations are comparable to previously reported SSC populations, and this also supported our microarray findings.

We additionally isolated CD51^+^ cells as another population representing BMSCs for comparison to P-SSCs [17]. This marker along with PDGFR-alpha (CD140a) had previously been shown to be expressed on *Nestin*^GFP+^ BM-SSCs [17]. However, in our study, we found that this population was far different from the *Mx1*^+^*Nes*^GFP+^ BM-SSC population (Fig 2G). In comparison, *Mx1*^+^*Nes*^GFP+^ BM-SSCs and *Mx1*^*+*^*Ocn*^*−*^ P-SSCs were more closely related than CD51^+^ cells were than with either of these cell populations. This finding suggests that CD51^+^ cells may include BM-SSCs but represent a highly heterogeneous cell population (S2 Table).

From our analysis, we identified KDR as a uniquely expressed gene for *Mx1*^*+*^*Ocn*^*−*^ P-SSCs compared to BM-SSCs. KDR is also known as VEGF receptor 2 (VEGFR2) and exerts its actions via binding VEGF. This receptor is known to be widely expressed on CD31^+^ endothelial cells. While these cells could be a potential contaminant in our cell isolation of P-SSCs, we had eliminated CD31^+^ cells during our collection making this less likely. As a verification step, we performed pooled microarray analysis using gene commons data and also performed FACS analysis of *Prx1*^GFP+^ periosteal progenitor cells, based on previous studies reporting undetectable labeling of bone marrow endothelial cells from *Prx1*^Cre^ reporter mice [31,32]. Both of these analyses confirmed upregulation of KDR in endogenous P-SSCs (Fig 5E). With this in mind, the expression of KDR on *Mx1*^*+*^*Ocn*^*−*^ P-SSCs is interesting because P-SSCs are believed to rapidly react to bone injuries and it would represent an efficient control mechanism for both endothelial cells and P-SSCs to respond to the same signaling molecule. Thus, during states of injury or inflammation, both cells would become activated in part for an angiogenic process and in part to initiate bone repair process, which inherently go hand-in-hand. Of further note is that periosteal tissue is known to be highly vascularized, and angiogenesis likely proceeds from the periosteal tissue. In either case, we would hope to further explore KDR as a potential regulatory mechanism of P-SSCs.

As part of our analysis, we showed that P-SSCs represent a distinct population from *Osx*^*+*^ cells. From prior studies, it was known that both *Osx*^*+*^ cells and P-SSCs are involved in endochondral ossification. Considering that *Osx* deficiencies can cause arrest of endochondral ossification, it would follow that P-SSCs participate in this process by differentiating down an *Osx*^*+*^ pathway. Still, differences exist between these two cell populations because P-SSCs represent upstream progenitors.

In summary, we performed a microarray analysis on mouse *Mx1*^+^*Nes*^+^ BM-SSCs and *Mx1*^*+*^*Ocn*^*−*^ P-SSCs and found that these are a similar population of cells without apparent differences readily assessed by gene expression analysis. However, our scatter plot analysis did show potential differences in gene expression although it did not reach statistical significance. The inability to find differential gene expression may be related to the residual heterogeneity of the cell populations. Still, both populations were found to express Leptin Receptor and Gremlin 1, which are consistent with their findings as SSCs and also supported the microarray analysis. We also found an interesting uniquely expressed gene in P-SSC, which was KDR. While the significance of this is yet to be determined, it represents an interesting gene because of its relationship to endothelial cells and the angiogenic response and the fact that periosteum is a highly vascularized tissue. Other studies to explore would be single cell analysis or exploring the possibility of environmental cues as the basis for the different functional roles between BM-SSCs and P-SSCs.

## Supporting information

S1 Table Differentially expressed genes comparing P-SSCs and BM-SSCs with controls. SSCs are compared with both CD45^*+*^ cells and *Osx*^*+*^ cells (*p* < 0.05).
(TIF) Click here for additional data file.

S2 Table Numbers and p-value of genes comparing P-SSCs and BM-SSCs with CD51^+^ BMSCs. (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

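RNA was measured on 11 Affymetrix mouse 430 2.0 arrays of 6 sorted mouse cell populations, with 2 arrays per population and 1 for Nes+ BMSCs. The deposited values are log2 values that the authors made from the scanner files with RMA (background correction, quantile normalization across arrays and median polish over the probes of a probe set) in Partek GS and R. The paper and the submitters' notes name limma, and no version is stated. The scanner files were not analysed here.
The deposited log2 values were used as they stand. Of the probe sets, 64 Affymetrix control probe sets were left out of the tests after counts with them had been seen, since they measure added or reference transcripts, and 45037 were tested. No filter on signal was applied. Gene names came from the platform's annotation table, which holds 35890 probe sets. Of these 34958 carry 1 gene symbol and 932 carry several, and 10092 tested probe sets carry none. Matching 34754 of them to the RefSeq genes of the mouse by gene ID changed 0 symbols. For a single gene and for gene lists the probe set with the highest mean over all arrays was used among those with 1 symbol (18193 genes). The genes Bglap (osteocalcin) and C230007H23Rik have no such probe set and are not analysed here, and 1 item is not reported here.
Comparisons were made with limma 3.58.1 in R 4.3.3. One linear model with a mean per population was fitted over all arrays (5 residual degrees of freedom, 2.65 prior degrees of freedom from empirical Bayes), and p-values were adjusted with the Benjamini-Hochberg method over all tested probe sets within each comparison. A probe set passed at an adjusted p under 0.05, and for BM-SSCs against CD51+ BMSCs also at 0.01, the thresholds that the paper states without saying whether its p is adjusted. Every gene-level p-value in the added text comes from these moderated t-tests. A probe set differed from both controls when it passed against CD45+ and against Osx+ cells. Population profiles were compared with Pearson correlations of group means, and clustered by average linkage on correlation distance over the probe sets that passed a limma F test.
Gene lists were drawn up from general knowledge of cell types and pathways, 17 of cell types, 10 of pathways and 3 of quality. They were tested with limma's camera at its preset correlation between genes of 0.01 and again with an estimated correlation, adjusted over the lists within each comparison. All lists were tested in all 10 comparisons; part of those that moved most or bear on a claim are described, picked after their values were seen, and the others are given as counts except for BM-SSCs against Nes+ BMSCs, where no gene of a list passed. The count adjusted over the list alone applies the Benjamini-Hochberg method to the list's genes only.
The genes named follow a rule in 4 parts: genes that the paper names, including those of Fig 3D, whose values in the figures had been seen; genes of the sorting markers and reporters; for each comparison up to 10 genes per direction with the largest differences among those that passed without overlap between arrays, filled where needed with genes that did not pass and are stated as such, of which the text names only some, picked after their values were seen and not always the largest; and up to 4 members of a described list with the largest differences.
Alternatives set before the data were examined were unadjusted p-values, a fit of only the groups compared, leaving out the dimmer probe sets, quantile normalization of the deposited values, centring of each array on its median, a trend in the variance with robust estimation, the array number as a block, 1 probe set per gene, a minimum difference of 2-fold and leaving out each array. Added after seeing the data were leaving out array 2 of both SSC populations together, leaving out array 2 of the CD45+ and Osx+ cells together, array weights and keeping the control probe sets.
Array signal sets the precision: medians of the arrays lay between 4.43 and 4.94 log2 units and interquartile ranges between 1.81 and 3.56. The methods were tested on simulated data with 45037 probe sets of which 200 were changed, in 10 draws. With the spread estimated for each population, a 4-fold change between P-SSCs and BM-SSCs was recovered for 51.8% of probe sets, beside 2040 false calls on average, and with equal spread for 0%. In unchanged populations with the estimated spreads, false calls averaged 69.4 between P-SSCs and Osx+ cells, 58.3 between P-SSCs and CD51+ BMSCs, 1980 between P-SSCs and BM-SSCs and under 1 in the BM-SSC comparisons with CD45+, Osx+ and CD51+ cells. The simulation lets every array vary independently, whereas array 2 of the P-SSCs and array 2 of the BM-SSCs depart in a shared way, so its false calls and recovery between P-SSCs and BM-SSCs, where 0 probe sets passed in the data, are not estimates for these arrays.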

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

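The tests of low RNA, of a wrong label, of degraded RNA, of added spread and of low signal, and the span without erythroid genes, were chosen only after the result was seen; those of endothelial cells, blood cells and unselected marrow were written before their result, when Pecam1, Cdh5, Tek, Emcn, Ptprc and Il1b had been seen per array.
The bacterial control bioB, which the paper does not discuss, read 13.76 on P-SSC array 2 and 12.31 on BM-SSC array 2, above every other array. If little cellular RNA was on the array, bioB should rise while transcripts of the cells fall, and bioB was 4.63 higher on P-SSC array 2 than on array 1. Because bioB and beta-actin were what set these arrays apart, this tests little, and cre, another such control that is bright on every array, read 14.68 against 14.66, so little labelled RNA stays open. An array of another sorted population under the wrong label would carry that population's abundant transcripts. However, beta-actin on P-SSC array 2 was -5.41 from the lowest array of the CD45+, CD51+, Osx+ and Nes+ populations. A wrong label alone would not bring this, while a wrong label together with little RNA stays open. On BM-SSC array 2 beta-actin was only -0.447 from the lowest array of these populations, which leave out the P-SSCs. BM-SSC array 2 correlated at 0.875 with the Nes+ array and at 0.771 with BM-SSC array 1, so a wrong label stays open there. Degraded RNA would raise the 3' over the 5' signal of Gapdh. This difference was highest on BM-SSC array 2, at 1.63, by only 0.0792 over the next array, and on P-SSC array 2, at 1.06, it lay -0.568 from the highest, where low signal may narrow it, so degraded RNA stays open for both arrays. No biological explanation was tested.
No probe set passed limma's test between P-SSCs and BM-SSCs with all arrays (931 at an unadjusted p under 0.05), while 930 passed without array 2 of both populations and 0 without array 2 of the CD45+ and Osx+ cells. The root mean square SD between arrays was widest in P-SSCs (1.33) and BM-SSCs (0.998), against 0.168 to 0.281 in the CD45+, CD51+ and Osx+ cells. An SD of 2 arrays does not tell which of them stands apart. Leaving out P-SSC array 1 instead keeps the low array alone. Calls of that fit may hold its low signal, so they cannot decide the question. Whether array 2 of both adds the spread that keeps calls away therefore stays open. Without array 2 of both, each population is a single array. The calls of that fit hold differences between single samples as well as any between tissues. The gates differ too, since only the P-SSC sort left out Ocn-GFP+ cells. Xist, which female cells express, read 11.26 on P-SSC array 1 and 4.03 on BM-SSC array 1. The biological difference of tissue stays open and untested, as do those of gate and sex.
Kdr and Flt1 were higher on P-SSC array 1 than in Osx+ cells by 3.17 and 4.28, so low signal on array 2 is not their source. Endothelial markers outside Fig 3D had a median difference of 1.91 on this array (medians 6.12 and 3.86, 36 of 39 above the Osx+ mean), and endothelial cells in the sort are therefore a possible source, as a hypothesis. The markers with the highest signal there were Rhoj at 10.61 and Ramp2 at 8.99, which also read 10.91 and 9.76 in CD51+ BMSCs. Signals of different probe sets do not rank the amounts of their transcripts. The cadherin Cdh5 read 7.60 and Pecam1 6.34, against 3.74 and 3.31 in Osx+ cells. The gate against CD31, the product of Pecam1, would remove such cells; of the 39 markers 13 lay above the array median in Osx+ cells and 31 on BM-SSC array 1, 1 is in another list, and none was picked by the study. Expression of the receptors by the SSCs themselves was not tested on these arrays and stays open. The paper reports by flow cytometry that most Mx1+Ocn- P-SSCs carried KDR with CD140a, while few Mx1+ marrow progenitors or Nes+ BMSCs did. It also reports KDR on most P-SSCs marked by Prx1-GFP, a measurement made to exclude blood and endothelial cells. The irradiation and pIpC that P-SSC and BM-SSC mice received stay open and untested.
Markers of all blood cells, which the paper does not discuss for the CD51+ BMSCs, had a median difference of 3.61 between CD51+ BMSCs and Osx+ cells, although the CD51+ gate excludes CD45. Without Ptprc the median was 3.34 on the lower of both CD51+ arrays (23 genes), so blood cells in the sort may be a source of these transcripts, as a hypothesis that the gate against CD45 argues against. Tyrobp read 11.40 and 11.66 on the CD51+ arrays and Cd52 11.16 and 11.34, against 13.01 and 13.06 in CD45+ cells. Of 24 markers, 11 lay above the array median in Osx+ cells and 22 on BM-SSC array 1. None is in another list and none was picked by the study. Unselected marrow was to lower all blood lineages alike, and medians against CD45+ cells spanned 5.04, from -3 for B cells through -1.93 for monocytes and -0.55 for granulocytes to 2.04 for erythroid cells. That bound was wrong for erythroid genes, which read low in the sorted CD45+ cells (median 4.33), so that unselected marrow would raise them; without them the span was 2.45 (0.923 to 3.09 when list members were redrawn), which leaves unselected marrow open. Low expression in the stromal cells themselves was not tested.
Skeletal muscle genes, also outside those the paper discusses, had a median difference of 2.00 between CD51+ BMSCs and Osx+ cells, with Acta1 at 10.12 and 11.09 on the CD51+ arrays against 5.88 in Osx+ cells. No explanation was tested for these genes.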

How the results depend on the processing

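Leaving out array 2 of both SSC populations, leaving out array 2 of the CD45+ and Osx+ cells, array weights and keeping the control probe sets were chosen only after the results were seen; where no cause is given, the cause was not tested. Counts are in the order P-SSCs, BM-SSCs and CD51+ BMSCs against CD45+ cells, the same against Osx+ cells, BM-SSCs against CD51+ BMSCs at 0.05 and at 0.01, P-SSCs against CD51+ BMSCs, and P-SSCs, BM-SSCs and both against both controls.
For Kdr against the controls, the difference given below is that of P-SSCs from CD45+ cells (2.12 with all arrays, beside 2.57 from Osx+ cells). This call needs both comparisons to pass, and the adjusted p beside the difference may be that of the Osx+ comparison. A minimum of 2-fold changed no count. Keeping the control probe sets moved none beyond 1.5 times (4407, 3806, 2629, 354, 277, 1001, 274, 26, 266, 110, 83 and 46), nor did the trend with robust estimation, which ended the call of Kdr against the controls (2.12, adjusted p = 0.0748). Quantile normalization gave 2862, 2431, 1367, 221, 146, 552, 116, 3, 124, 67, 39 and 23, and median centring moved only the count at 0.01 beyond that range, to 74, and ended the call of Kdr against the controls (1.78, adjusted p = 0.114). The median of all probe sets moved from 0.384 between P-SSCs and CD45+ cells to 0.124 with quantile normalization and 0.049 with centring, from 0.348 against Osx+ cells to 0.128 and 0.0688, from 0.336 against CD51+ BMSCs to 0.101 and 0.0545, and for BM-SSCs from 0.177 to 0.0228 and -0.0725, from 0.163 to 0.0405 and -0.0303 and from 0.151 to 0.0262 and -0.0442. With 1 probe set per gene, which tests fewer, counts were 2390, 2110, 1570, 193, 154, 617, 150, 1, 162, 60, 59 and 29. Without the dimmer probe sets 1699 passed for CD51+ BMSCs against CD45+ cells, 172 and 659 for BM-SSCs and CD51+ BMSCs against Osx+ cells, 91 and 2 between BM-SSCs and CD51+ BMSCs and 161 between P-SSCs and CD51+ BMSCs, and Kdr did not pass against the controls (2.12, adjusted p = 0.0564). Unadjusted p-values gave 15086, 11003, 7253, 8147, 4162, 4040, 5166, 1647, 10146, 5350, 2512 and 1614, with 376 between BM-SSCs and Nes+ BMSCs and 931 between P-SSCs and BM-SSCs.
With only the groups compared in the fit, 0, 786, 18689, 0, 0, 8483, 0, 0, 0, 17, 57 and 11 passed, and Kdr did not pass against the controls (2.12, adjusted p = 0.166). This fit takes the spread from the compared groups alone, which is wide in the SSCs and narrow in the controls. Array weights gave 587, 3073, 18890, 66, 157, 10386, 78, 6, 0, 6, 37 and 4. Without array 2 of both SSC populations, where the lone arrays are assumed to vary like the other groups, counts were 21910, 16832, 16376, 11744, 6579, 11108, 6402, 2587, 13315, 9145, 4707 and 3273, with 12585 between BM-SSCs and Nes+ BMSCs and 930 between P-SSCs and BM-SSCs. In these 3 comparisons with CD45+ cells, 3 with Osx+ cells and 2 with CD51+ BMSCs, all calls made with all arrays were among them.
The numbers of the arrays do not pair the samples across all populations. Deviations from the group mean correlated at 0.0115 or less between populations other than P-SSCs with BM-SSCs. Between P-SSCs and BM-SSCs they correlated at 0.784, so the arrays of these populations departed together by number. The main fit does not pair them, and no paired fit of these populations alone is given here. With the array number as a block, 113 and 0 passed between BM-SSCs and CD51+ BMSCs at 0.05 and 0.01 and 142 between P-SSCs and CD51+ BMSCs, 74 and 52 for P-SSCs and BM-SSCs against both controls, Kdr did not pass against the controls (2.12, adjusted p = 0.0624), the block ended the calls of Sox18 in P-SSCs against Osx+ cells (adjusted p = 0.0691), Lcn2 in CD51+ BMSCs against Osx+ cells (adjusted p = 0.0554), Angpt4 in BM-SSCs against CD51+ BMSCs (adjusted p = 0.0875) and Plppr4 in P-SSCs against CD51+ BMSCs (adjusted p = 0.0664), and it could not be fitted for Nes+ BMSCs, which have 1 array; no other count moved beyond 1.5 times.
Leaving out single arrays moved most counts. P-SSCs against CD45+ cells ranged from 440 (without CD45+ array 2; 511 without array 1) to 25623 (without P-SSC array 1), with 1735 without either CD51+ array, 2120 without either Osx+ array and 8209 without either BM-SSC array. BM-SSCs against CD45+ cells ranged from 464 (CD45+ array 2; 479 without array 1) to 8921 (BM-SSC array 1), with 1640, 1939 and 8683 without a CD51+, Osx+ or P-SSC array. CD51+ BMSCs against CD45+ cells ranged from 61 (CD45+ array 2; 82 without array 1) to 5059 (either P-SSC array), with 260 and 77 without CD51+ arrays 1 and 2 and 1255 without an Osx+ array. P-SSCs against Osx+ cells ranged from 18 (Osx+ array 2; 21 without array 1) to 21888 (P-SSC array 1), with 92, 97 and 815 without a CD45+, CD51+ or BM-SSC array. BM-SSCs against Osx+ cells ranged from 20 (Osx+ array 2; 21 without array 1) to 2189 (BM-SSC array 1; 147 without array 2), with 72, 73 and 701 without a CD45+, CD51+ or P-SSC array. CD51+ BMSCs against Osx+ cells ranged from 0 (CD51+ array 2; 83 without array 1) to 1930 (either P-SSC array), with 69 and 164 without Osx+ arrays 1 and 2 and 472 without a CD45+ array. BM-SSCs against CD51+ BMSCs ranged from 0 (either CD51+ array) to 3696 (BM-SSC array 1; 101 without array 2), with 3, 27 and 845 without a CD45+, Osx+ or P-SSC array; at 0.01 the range was 0 (any CD45+, CD51+, BM-SSC or Osx+ array) to 159 (either P-SSC array). P-SSCs against CD51+ BMSCs ranged from 0 (either CD51+ array) to 24882 (P-SSC array 1), with 2, 46 and 593 without a CD45+, Osx+ or BM-SSC array. P-SSCs against BM-SSCs ranged from 0 to 7080 (P-SSC array 1), with 5 without BM-SSC array 2; BM-SSCs against Nes+ BMSCs stayed at 0 without each array in turn.
Against both controls P-SSCs ranged from 4 (either Osx+ array) to 18264 (P-SSC array 1; 222 without array 2), with 7 and 5 without CD45+ arrays 1 and 2 and 15 and 467 without a CD51+ or BM-SSC array. BM-SSCs ranged from 3 (either Osx+ array) to 1575 (BM-SSC array 1), with 4, 14 and 378 without a CD45+, CD51+ or P-SSC array. Both together ranged from 2 (Osx+ array 1; 3 without array 2) to 296 (BM-SSC array 1; 30 without array 2), with 4 and 3 without CD45+ arrays 1 and 2, 10 without a CD51+ array and 265 and 131 without P-SSC arrays 1 and 2. Leaving out the Nes+ array moved no count beyond 1.5 times. Each array left out takes its share of the pooled spread with it.
The margin of similarity, 0.0277, was 0.0579 without the dimmer probe sets, 1.05 with probe sets centred, 0.00783 with quantile normalization, and ranged from -0.345 (without P-SSC array 1; -0.0804 without BM-SSC array 2) to 0.0582 (without BM-SSC array 1). The cluster gap, 0.779, was 1.08 with all probe sets, 61.1 on the scale of Euclidean distance, and 0.438 (without P-SSC array 1; 0.453 without BM-SSC array 2) to 1.02 (without BM-SSC array 1).
Kdr between P-SSCs and BM-SSCs ranged from -0.29 (without P-SSC array 1) to 0.90 (without P-SSC array 2), and against the controls from 1.52 to 2.71 for the same arrays, without passing when CD45+ array 1 or 2 (adjusted p = 0.163 and 0.205), either CD51+ array (adjusted p = 0.16) or Osx+ array 1 or 2 (adjusted p = 0.297 and 0.477) was left out. Of the other genes, Lepr in P-SSCs against Osx+ cells ranged from -3.73 (without P-SSC array 1) to 3.43 (without P-SSC array 2, and also without array 2 of both SSC populations), with 0.22 without Osx+ array 2, and Grem1 from -0.91 to 3.25 for the same P-SSC arrays. Against BM-SSCs these arrays moved Lepr from -5.46 to 1.71, Grem1 from -2.89 to 1.28 and Flt1 from -0.0182 to 1.87; leaving out array 2 of both SSC populations gave 1.10 for Lepr and 0.65 for Grem1. Over 78 differences of named genes, 17 calls ended with quantile normalization, 6 with median centring, 7 with the trend, and 36 with only the groups compared. Leaving out array 1 and array 2 ended 17 and 18 calls of 26 differences for the CD45+ cells, 21 and 25 of 28 for the CD51+ BMSCs, 12 and 10 of 26 for the Osx+ cells, 2 and 8 of 36 for the BM-SSCs and 0 and 3 of 36 for the P-SSCs.
The number of lists called by camera went from 24, 25, 24, 15, 15, 16, 10, 13 and 12 (the comparisons above in order, ending with P-SSCs against CD51+ BMSCs and against BM-SSCs) to 0, 0, 3, 1, 1, 5, 0, 0 and 0 with an estimated correlation. It stayed within 1.5 times with the mean of a gene's probe sets, with the block, and without array 2 of both SSC populations. Leaving out single arrays gave 19 to 24, 22 to 25, 24 to 25, 14 to 18, 13 to 18, 16 to 17, 7 to 11, 10 to 16 and 3 (without BM-SSC array 1) to 18. Low signal on array 2 of the SSC populations limits what can be measured there.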

Differences from the paper's values

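The paper gives 430 differentially expressed genes between Mx1+Nes+ BM-SSCs and CD51+ BMSCs at p under 0.05 and 97 at p under 0.01, without saying whether p is adjusted or whether probe sets or genes are counted; 278 and 26 probe sets passed here at the same thresholds on adjusted p. Of the alternatives set before the data were examined, centring each array on its median gives 358 and 74, within 1.5 times of the paper's values. The trend with robust estimation (261 and 37), the dimmer probe sets left out (91 and 2), quantile normalization (116 and 3), 1 probe set per gene (150 and 1), the block (113 and 0), only these groups in the fit (0 and 0), the minimum of 2-fold (278 and 26), unadjusted p-values (5166 and 1647) and the leaving out of any single array do not bring both within that range.
The paper states that KDR was much higher in P-SSCs than in BM-SSCs. On these arrays the difference of Kdr was 0.31 (adjusted p = 0.98), and both populations had means above CD45+ and Osx+ cells. That difference rests on 2 arrays per population, with low signal on P-SSC array 2. The paper also reports RT-PCR for this contrast. By its flow cytometry, few Mx1+ or Nes+ marrow cells carried KDR with CD140a. Neither measurement was examined here.
The paper states that Flt1 and KDR were increased in P-SSCs over the controls. Kdr passed against both controls and Flt1 against CD45+ cells, while the difference of Flt1 from Osx+ cells of 3.34 did not pass (adjusted p = 0.0847). It passed with a dimmer probe set of Flt1 (2.42, adjusted p = 0.0238), with quantile normalization (adjusted p = 0.0261), and without array 2 of both SSC populations (adjusted p = 0.000489), which was chosen after seeing the values.
Fig 3D lists 6 genes for both SSC populations against both controls, and 4 of them had means above both controls in both. Il1b and H2-M3 lay between the controls, below CD45+ cells (-3.18 and -1.69 in P-SSCs, -2.32 and -1.44 in BM-SSCs) and above Osx+ cells (1.78 and 1.58 in P-SSCs, 2.64 and 1.82 in BM-SSCs).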

Other observations

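No hypothesis beyond those above was tested, and the values below were looked at after the data had been seen.
Transcripts of the sex chromosomes differed between arrays of one population, where the paper says that mice of both sexes were used. Xist, which female cells express, read 4.03 and 8.39 on the BM-SSC arrays, 11.26 and 5.67 on the P-SSC arrays and between 9.90 and 11.72 on the others. Eif2s3y, a gene of the Y chromosome, read 8.74 on BM-SSC array 1, 8.53 on Osx+ array 2 and 6.43 on Osx+ array 1. The Y chromosome genes Kdm5d and Uty did not follow it, at 2.64 and 3.20 on BM-SSC array 1 and 2.91 and 3.99 on Osx+ array 2.
The genes used for sorting and lineage tracing read as follows. Sp7, which drives the Osx+ reporter, read 8.75 ± 0.25 in Osx+ cells, 7.63 ± 0.736 in BM-SSCs, 6.61 ± 0.278 in P-SSCs and 5.15 ± 0.147 in CD51+ BMSCs (SD, n = 2). Nes read 7.18 ± 0.337 in P-SSCs and 6.63 ± 0.645 in BM-SSCs, and 7.41 on the Nes+ array. Mx1, an interferon-induced gene whose promoter drives the Cre, read 6.88 ± 0.221 in CD45+ cells, 4.09 and 5.70 on the P-SSC arrays and 4.60 ± 0.454 in BM-SSCs. Itgav, the CD51 gene, read 10.18 in CD51+ BMSCs and 10.76 in Osx+ cells.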
